# TBK1 regulates regeneration of pancreatic β-cells

**DOI:** 10.1038/s41598-020-76600-6

**Published:** 2020-11-09

**Authors:** Yun-Fang Jia, Subbiah Jeeva, Jin Xu, Carrie Jo Heppelmann, Jin Sung Jang, Michael Q. Slama, Subhasish Tapadar, Adegboyega K. Oyelere, Sang-Moo Kang, Aleksey V. Matveyenko, Quinn P. Peterson, Chong Hyun Shin

**Keywords:** Cell biology, Chemical biology

## Abstract

Small-molecule inhibitors of non-canonical IκB kinases TANK-binding kinase 1 (TBK1) and IκB kinase ε (IKKε) have shown to stimulate β-cell regeneration in multiple species. Here we demonstrate that TBK1 is predominantly expressed in β-cells in mammalian islets. Proteomic and transcriptome analyses revealed that genetic silencing of TBK1 increased expression of proteins and genes essential for cell proliferation in INS-1 832/13 rat β-cells. Conversely, TBK1 overexpression decreased sensitivity of β-cells to the elevation of cyclic AMP (cAMP) levels and reduced proliferation of β-cells in a manner dependent on the activity of cAMP-hydrolyzing phosphodiesterase 3 (PDE3). While the mitogenic effect of (*E*)3-(3-phenylbenzo[c]isoxazol-5-yl)acrylic acid (PIAA) is derived from inhibition of TBK1, PIAA augmented glucose-stimulated insulin secretion (GSIS) and expression of β-cell differentiation and proliferation markers in human embryonic stem cell (hESC)-derived β-cells and human islets. TBK1 expression was increased in β-cells upon diabetogenic insults, including in human type 2 diabetic islets. PIAA enhanced expression of cell cycle control molecules and β-cell differentiation markers upon diabetogenic challenges, and accelerated restoration of functional β-cells in streptozotocin (STZ)-induced diabetic mice. Altogether, these data suggest the critical function of TBK1 as a β-cell autonomous replication barrier and present PIAA as a valid therapeutic strategy augmenting functional β-cells.

## Introduction

Replication of pre-existing β-cells was shown to be a major mode of β-cell replenishment maintaining homeostasis during postnatal life in rodents and humans^1–3^. However, the basal rate of β-cell replication declines dramatically with age^4,5^. In mice, β-cells expand their numbers albeit functionally immature during early postnatal stages; subsequently, β-cells acquire the glucose-stimulated insulin secretion (GSIS) capability and lose their proliferative capacity^6–10^. Human β-cells also display a short replicative phase in the postnatal period, peaking in the first year, followed by a long refractory state persisting throughout life^5,11^. Hence, while pieces of evidence indicate the molecular basis for age-related decline in basal β-cell replication^12–15^, further studies are required to better understand molecular targets and signaling pathways regulating the dynamics of proliferation and function of β-cells.

In progression of diabetes, apoptosis triggered by diabetogenic insults, including glucolipotoxicity, leads to decrease in functional β-cells^16,17^. However, the rate of decrease in functional β-cells is much greater than the observed increase in apoptosis in diabetes, therefore, the critical role of loss of molecular identity of β-cells has been accentuated^18,19^. In rodents and humans with chronic, even moderate, hyperglycemia, β-cells fail to maintain a fully differentiated glucose-responsive state^20–25^. Notably, an inverse relation between functional maturation and proliferation of β-cells has been suggested. Replicating β-cells in juvenile mice exhibited reduced levels of genes involved in β-cell maturation and function, especially GSIS^26^. In the *Ins-c-Myc* mouse model expressing c-Myc under the insulin promoter, a pool of β-cells entering the cell cycle displayed decreased expression of β-cell differentiation markers and dysregulated insulin secretion^9^. Unsurprisingly, there are overlaps between immature and dedifferentiated phenotypes at the transcriptome level^21,24,27^. Thus, given that impairment of β-cell function is an early feature of diabetes pathogenesis^28^, delineating the molecular mechanisms and strategies governing the dynamics of proliferation and functionality of β-cells is essential to restore functionally relevant β-cells.

Non-canonical IκB kinases (IKKs), TANK-binding kinase 1 (TBK1) and its homolog IκB kinase ε (IKKε), are key regulators of innate immunity and cancer^29–32^. Moreover, expression of TBK1 and IKKε is induced upon a high-fat diet (HFD) in metabolic tissues to control glucose and energy homeostasis^33–35^. Pharmacological inhibition of TBK1/IKKε promoted energy expenditure in adipose tissue with attenuated hepatic steatosis and improved insulin sensitivity in mouse models of obesity, and enhanced glucose control in a subset of patients with type 2 diabetes (T2D) and non-alcoholic fatty liver disease (NAFLD)^33,36^. Intriguingly, TBK1 and IKKε distinctively control glucose and energy metabolism in response to a HFD. TBK1 inhibits activity of 5′-adenosine monophosphate-activated protein kinase (AMPK), a master sensor of cellular energy status^37–39^, to repress adaptive mitochondrial biogenic response and reduce catabolism^35^. It also controls tumor necrosis factor (TNF)-α-induced nuclear factor (NF)-κB activation in a negative feedback loop^35^. IKKε induces catecholamine resistance in part via activating cyclic AMP (cAMP)-hydrolyzing phosphodiesterase 3B (PDE3B)^40^ to inhibit thermogenic response^33,41^. IKKε has no effect on AMPK phosphorylation and positively regulates inflammation in adipocytes^35^. Thus, adipose-specific deletion of TBK1 (ATKO) attenuates diet-induced obesity with exacerbation in glucose intolerance and insulin resistance, whereas genetic deletion of IKKε increases energy expenditure with improvement in insulin sensitivity on a HFD^34,35^. These data indicate that TBK1 and IKKε use discrete signaling networks to exert their critical effects on regulating glucose and energy metabolism, while showing high sequence homology with comparable phosphorylation profiling of substrate(s)^42^.

Recently, inhibitors of TBK1/IKKε were shown to function as enhancers of β-cell regeneration through a whole organism small molecule screening in a transgenic zebrafish model of type 1 diabetes (T1D) where β-cells are specifically ablated using a chemical-genetic ablation method^43–45^. The most potent β-cell regeneration enhancer was a cinnamic acid derivative (*E*)-3-(3-phenylbenzo[c]isoxazol-5-yl)acrylic acid (abbreviated as PIAA)^45^. PIAA improved glycemic control in streptozotocin (STZ)-induced diabetic mice with increases in insulin content in the pancreas and proliferation of β-cells; it also augmented GSIS and proliferation of β-cells in non-diabetic human islets^45^. However, despite an important function of TBK1/IKKε inhibition in replenishing β-cells^45^, the key question of whether TBK1 and/or IKKε acts as a β-cell autonomous molecular target of PIAA remains elusive. Furthermore, molecular dissection of TBK1- and/or IKKε-controlled signaling networks involved in β-cell proliferation and function as well as regeneration has yet to be investigated.

In this study, we showed that TBK1, not its homolog IKKε, is specifically expressed in β-cells in murine and human islets. Changes in expression of genes and proteins upon genetic silencing of TBK1 in INS-1 832/13 rat β-cells showed increases in the biosynthetic machinery, cell cycle components, and replication markers, indicating that cells were primed for proliferation. Conversely, TBK1 overexpression blunted sensitivity of β-cells to the elevation of cAMP levels and reduced proliferation of β-cells in a manner dependent on the activity of PDE3. While the mitogenic effect of PIAA is derived from inhibition of TBK1, PIAA displayed both pro-proliferation and pro-differentiation potential in human embryonic stem cell (hESC)-derived β-cells and human islets with elevation in insulin secretion. TBK1 expression was induced in β-cells in response to diabetogenic insults, including in human T2D islets. Treatment with PIAA enhanced expression of cell cycle control molecules and β-cell differentiation markers upon diabetogenic challenges, and accelerated restoration of functional β-cells in STZ-induced diabetic mice.

## Results

### TBK1 is specifically expressed in mammalian β-cells and genetic silencing of TBK1 increases β-cell proliferation

Based on our previous study showing augmented regeneration of β-cells upon treatment with PIAA, a novel pharmacological inhibitor of TBK1/IKKε^45^, we hypothesized that TBK1 and/or IKKε acts as the β-cell autonomous molecular target of PIAA. To test this hypothesis, we performed immunofluorescence analysis to examine the expression of TBK1 and IKKε TBK1 is specifically expressed in β-cells in adult human and mouse pancreatic islets (Fig. 1A–C′′′ and S1), whereas IKKε is distinctively expressed in non-β-cells, primarily in α-cells (Figure S2A–B′′′), in adult human pancreas. Consistent with its confined expression in human and mouse β-cells, *Tbk1* is highly expressed in INS-1 832/13 rat β-cell line (Fig. 2A), a rodent β-cell line that expresses the glucose sensing and insulin-secretory machinery with insulin-secretion function^46^, whereas *Ikbke* expression is nearly undetectable (Fig. 2A).

**Figure 1:**
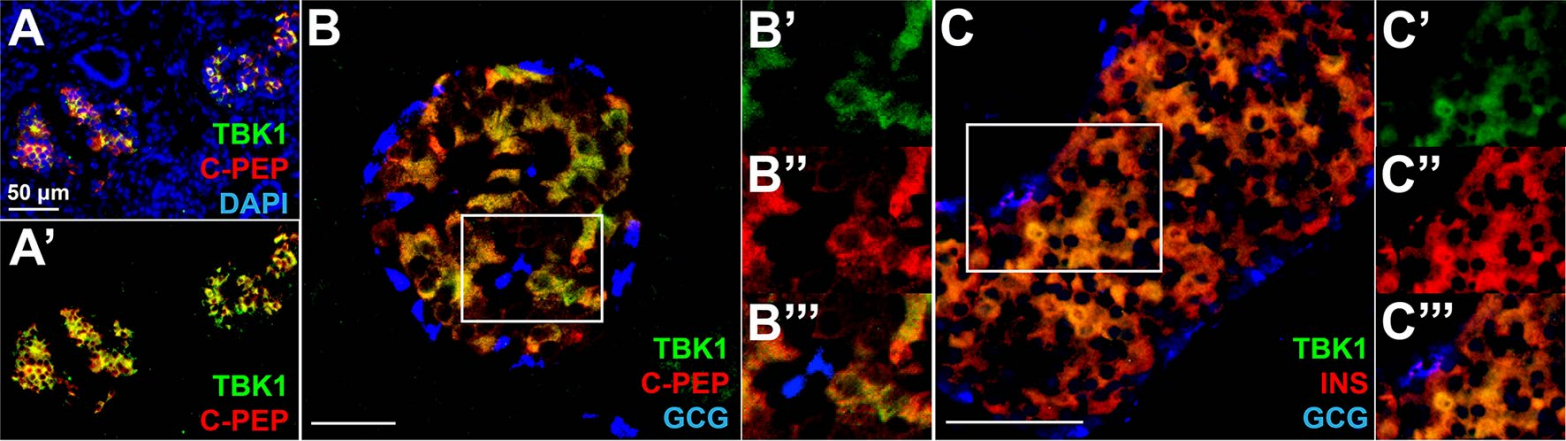
TBK1 is specifically expressed in β-cells in adult human and mouse pancreatic islets. (**A**–**A**′) Confocal images of adult human pancreatic tissues, stained for TBK1 (green), C-Peptide (red), and DAPI (blue). TBK1 is specifically expressed in β-cells in pancreatic islets. (**B**–**B**′′′) Confocal images of adult human pancreatic islets, stained for TBK1 (green), C-Peptide (red), and Glucagon (blue), showing TBK1 expression in β-cells. Magnified images of a white square in (**B**) are shown in (**B**′–**B**′′′). N = 3 donors. (**C**) Confocal images of adult mouse pancreatic islets, stained for TBK1 (green), Insulin (red), and Glucagon (blue). TBK1 is specifically expressed in pancreatic β-cells. (**C**′–C′′′) Magnified images of TBK1 expression in β-cells (a white square in **C**). N = 3 mice. Scale bars: 50 µm.

**Figure 2:**
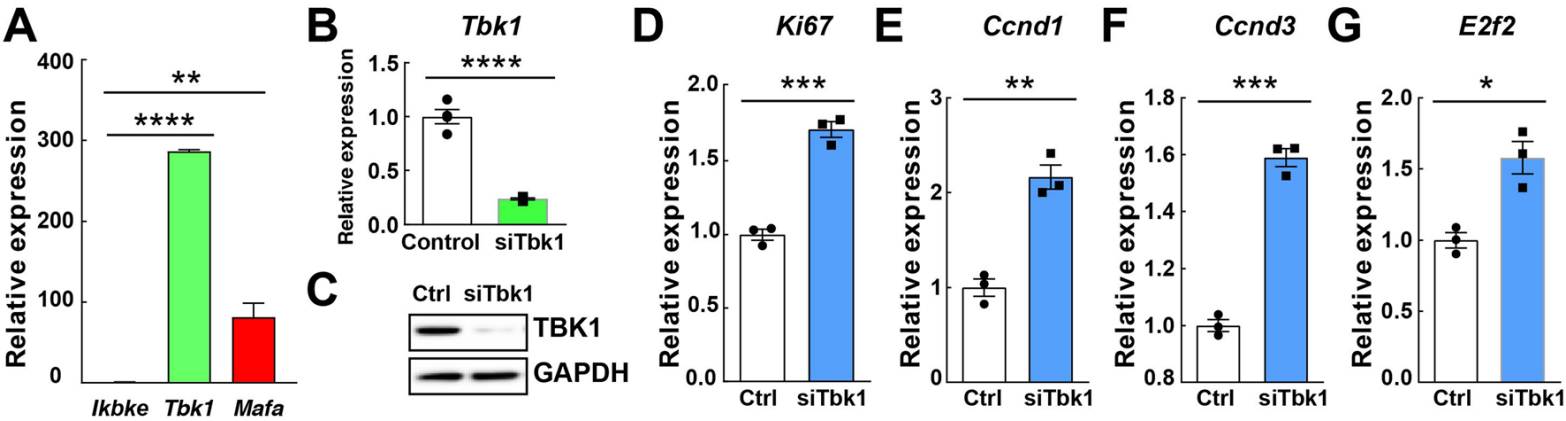
Genetic silencing of *Tbk1* in INS-1 832/13 rat β-cells increases β-cell proliferation. (**A**) Quantitative reverse transcription PCR (RT-qPCR) analysis of *Tbk1*, *Ikbke*, and *Mafa* in INS-1 832/13 β-cells. Quadruplicate. (**B**) RT-qPCR analysis of *Tbk1* in siScramble (control)- and siTbk1-treated INS-1 832/13 β-cells. (**C**) Representative Western blot showing decreased TBK1 proteins levels in siTbk1-treated compared to control INS-1 832/13 β-cells. (**D**–**G**) RT-qPCR analysis of proliferation gene *Ki67* (**D**) and cell cycle regulators *Ccnd1* (**E**), *Ccnd3* (**F**), and *E2f2* (**G**) in control and siTbk1-treated INS-1 832/13 β-cells. Gene expression was normalized to that of *Gapdh* and presented as fold changes (± SEM) against control expression. 3 sample sets per treatment, quadruplicate (**B**) or triplicate (**D**–**G**) per each sample set. Unpaired two-tailed t-test. Asterisk indicates statistical significance: *P < 0.05; **P < 0.01; ***P < 0.001; ****P < 0.0001.

To assess the role of TBK1 in β-cells, we genetically silenced *Tbk1* using a TBK1-targeting siRNA (siTbk1) in INS-1 832/13 β-cells. A substantial reduction of *Tbk1* mRNA and TBK1 protein upon transfection with siTbk1 (Fig. 2B,C and Fig. S3) led to enhanced expression of proliferation gene *Ki67*, G1/S cell cycle control molecules, including *Ccnd1* (Cyclin D1), *Ccnd3* (Cyclin D3), and *E2f2* (E2F transcription factor 2) (Fig. 2D–G). Together, these data suggest that TBK1 is required for suppressing β-cell replication cell autonomously.

### Proteomic analysis of Tbk1-depleted INS-1 832/13 β-cells displays changes in processes important for cell growth and proliferation

To uncover mechanisms underlying replicative capacity upon depletion of TBK1, proteomic profiling was conducted on siScramble- and siTbk1-treated INS-1 832/13 β-cells. We identified a total of 5808 proteins and of these, 416 were significantly upregulated and 205 were downregulated upon genetic silencing of TBK1 (Fig. 3A–D).

**Figure 3:**
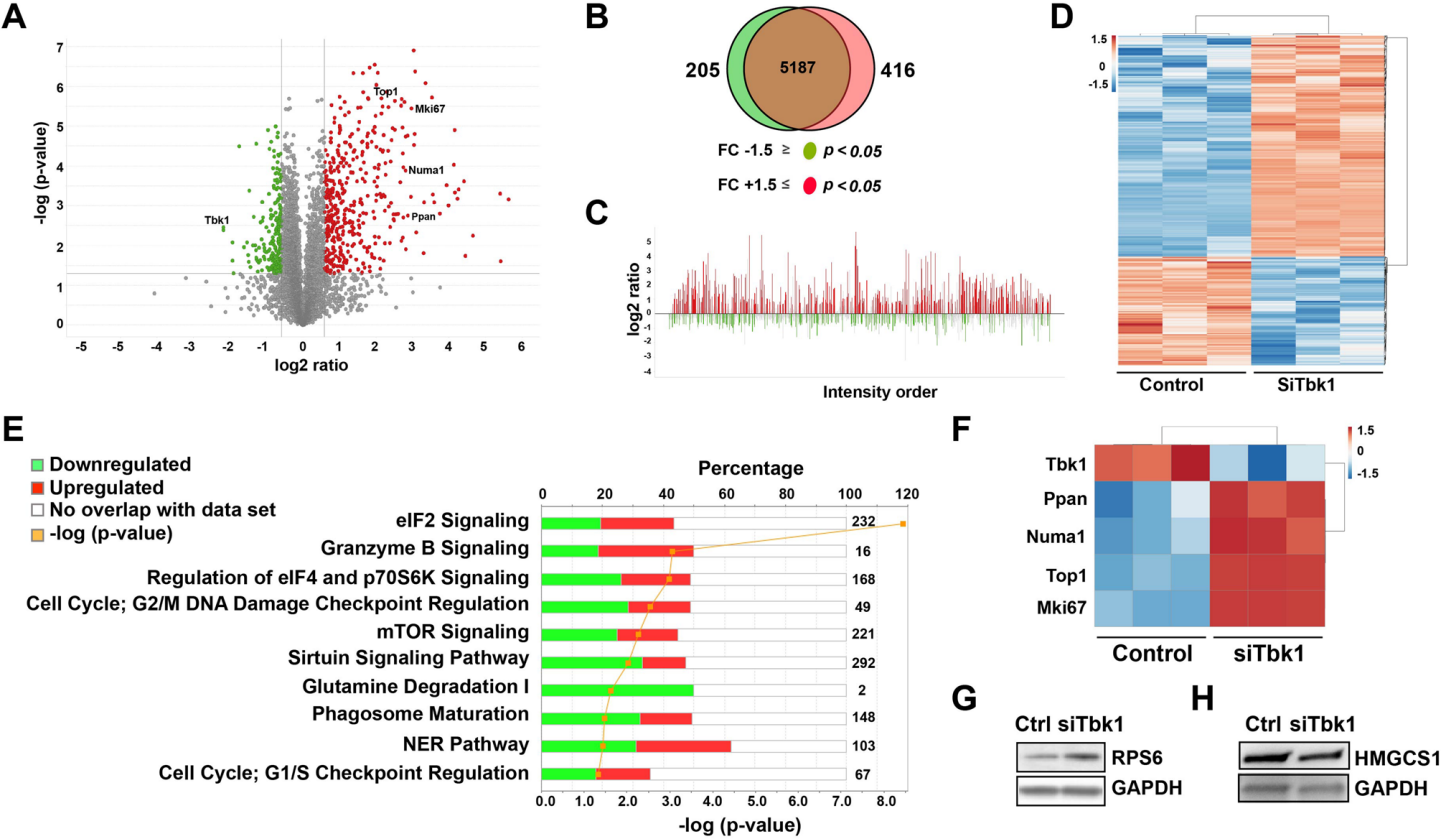
Ingenuity Pathway Analysis identifies top canonical pathways associated with significantly altered focus proteins in *Tbk1*-depleted INS-1 832/13 β-cells. (**A**) Volcano plot displaying the differential expression of proteins cross referenced with *P* value (y-axis; − log_10_) and log_2_ ratio (x-axis). Red and green colors identify at least ± 1.5 fold change and *P* < 0.05, which were defined as significantly altered focus proteins. (**B**) Venn diagram displaying downregulated (green) and upregulated (red) focus proteins in siTbk1-treated relative to siScramble-treated (control) cells. The overlapping brown area in the center of the Venn diagram indicates the number of identified proteins that did not meet focus protein criteria. (**C**) Proteins identified via mass spectrometry using MaxQuant, ordered from most abundant to least abundant. (**D**) Heat map of all focus proteins. (**E**) Ingenuity Pathway Analysis. Orange line indicates the *p*-value of association between reference and focus proteins for each pathway. Numbers on right of pathways indicate the total number of proteins associated with each designated pathway. Red and green indicates % of focus proteins upregulated and downregulated, respectively, in each matched pathway. (**F**) Heat map of several focus proteins important for cell cycle progression in control and *Tbk1*-depleted INS-1 832/13 β-cells. (**G**,**H**) Representative Western blot showing increased RPS6 (**G**) and decreased HMGCS1 (**H**) expression in siTbk1-treated compared to control INS-1 832/13 β-cells.

Ingenuity Pathway Analysis (IPA) and network interactome analysis revealed that differentially expressed proteins were associated with several signaling pathways, including eukaryotic translation initiation factor 4 (eIF4)/p70S6K (38/168 up and 44/168 down) and mechanistic target of rapamycin (mTOR) (44/221 up and 55/221 down) (Fig. 3E and Supplementary Table 1). Notable increase in the expression of ribosomal proteins for the assembly of 60S and 40S ribosomal subunits is associated with EIF2, eIF4/p70S6K, and mTOR signaling pathways, including an established mTOR complex 1 (mTORC1) target ribosomal protein S6 (RPS6) (Figs. 3E,G, 4A,B, Fig. S4, and Supplementary Table 1). We detected a substantial increase in the expression of proteins involved in G2/M DNA damage checkpoint regulation and nucleotide excision repair (e.g. topoisomerase 1 (TOP1), topoisomerases 2A (TOP2A), topoisomerase 2B (TOP2B), and replication factor C subunit 1 (RFC1)), and cell proliferation (e.g. nuclear mitotic apparatus protein 1 (NUMA1) and marker of proliferation Ki67 (MKi67)) (Fig. 3E,F, 4A,C, and Supplementary Table 1). All of these upregulated proteins are associated with ribosome biogenesis and translation/regulation of translation essential for cell growth, and cell replication. Further analysis of the top physiological processes affected by *Tbk1* deletion in β-cells unveiled a significant number of differentially expressed proteins involved in RNA post-transcriptional modification, protein synthesis, cellular growth and proliferation, cell cycle, and DNA replication, recombination, and repair (Fig. 4D).

**Figure 4:**
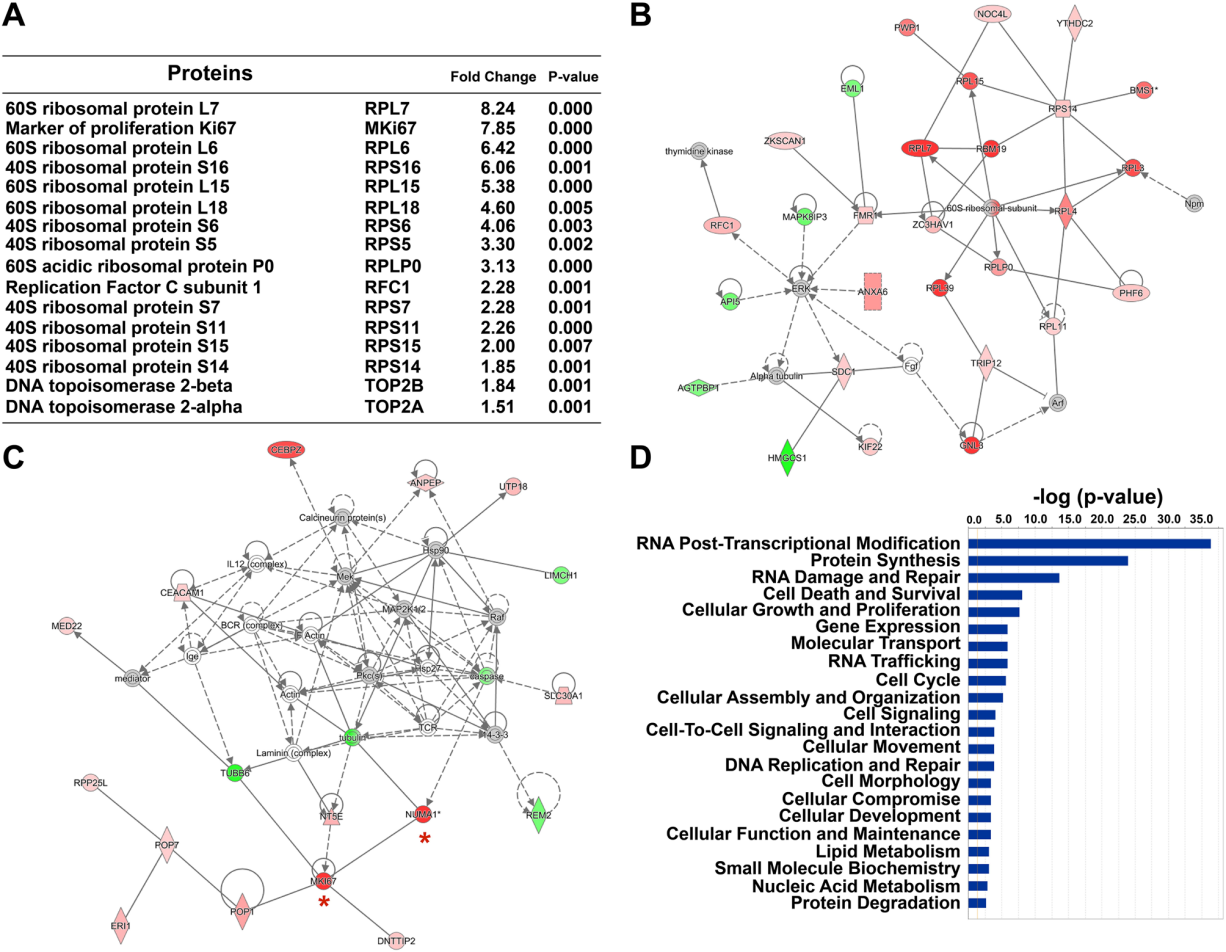
Proteomic analysis of *Tbk1*-depleted INS-1 832/13 β-cells displays changes in processes important for cell growth and proliferation. (**A**) Top focus proteins increased in *Tbk1*-depleted INS-1 832/13 β-cells. (**B**,**C**) Two of the top protein network interactomes generated from focus and reference proteins identified in siTbk1-treated relative to control β-cells, converging onto the assembly of 60S ribosomal subunit (**B**) and MKi67 (**C**; red asterisks). Red and green intensities indicate upregulated and downregulated protein expression, respectively. Gray indicates protein was detected but did not meet focus protein threshold criteria. Solid and dashed line indicate a direct or indirect interaction, respectively. (**D**) Comparison analysis of the top molecular and cellular functions associated with focus proteins in siTbk1-treated β-cells.

Notably, TBK1 depletion led to decrease in expression of proteins associated with transition from immature to adult β-cells, including proteins involved in oxidative phosphorylation, such as mitochondrial complex I (e.g. Ndufa5, Ndufa8, Ndufb5, Ndufb10, Ndufc2, Ndufa12, Ndufb6, Ndufb7, Ndufs8), mitochondrial complex III (e.g. Uqcrq), mitochondrial complex IV (e.g. Cox4i1, Cox5b, Cox6c2), and inner mitochondrial membrane transporters (e.g. Slc25a10, Slc25a13)^7,47^ (Fig. 3E, Fig. S5A–C, Supplementary Table 1, and data not shown). Furthermore, enzymes involved in cholesterol synthesis, including HMG CoA synthase, was downregulated in *Tbk1*-depleted INS-1 832/13 β-cells (Fig. 3H, Fig. S6, and Supplementary Table 1). Consistently, analysis of GSIS demonstrated that siTbk1-treated INS-1 832/13 rat β-cells exhibited a stunted insulin secretory response; they displayed a decline in glucose-stimulated insulin responsiveness (Figure S7A,B). Altogether, these findings indicate that depletion of TBK1 in β-cells upregulates the expression of proteins involved in cell proliferation and biosynthetic processes that are precursors to cell division. Contrarily, genetic silencing of TBK1 downregulates the expression of function-maintaining proteins, which is consistent with the previous studies showing the inverse relation between proliferative capacity and β-cell maturity^9,26^.

### Transcriptome analysis of Tbk1-depleted INS-1 832/13 β-cells reveals a proliferative response

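For transcriptome profiling, cells of the rat insulinoma line INS-1, which secrete insulin in response to glucose, were transfected for 36 h with a scrambled siRNA (siScramble, control) or with siTbk1, and stranded libraries of polyadenylated RNA were sequenced from 2 siScramble-treated and 2 siTbk1-treated samples. The samples carry the replicate numbers 2 and 3 in each group. The authors deposited estimated read counts per gene, which are not scaled between samples. Between 26.2% and 26.9% of the values in a library are not whole numbers, as happens when reads that match several similar genes are split between them. The table lists 15172 genes, of which 14087 are protein-coding, and the smallest summed count of a listed gene over the 4 samples is 10. The total count was 47443061 and 38811919 in siScramble replicates 2 and 3, and 47759013 and 38428926 in siTbk1 replicates 2 and 3. At these depths, 3 counts correspond to between 0.0628 and 0.0781 CPM (counts scaled to a library total of 1000000). The paper's text names no aligner, counting tool, genome build or differential expression test for these data. For the comparison of siTbk1-treated with control cells, the estimated counts were rounded to whole numbers, genes with low counts were removed with edgeR's filterByExpr, and library sizes were scaled with TMM factors, which lay between 0.982 and 1.02. The remaining 13953 genes were tested with edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment. A gene was called higher or lower at an adjusted p-value under 0.05 and a fold change of at least 1.5, which are the limits the paper states. With 2 samples per group, the spread is estimated mostly from all genes together (biological coefficient of variation 0.0482), and the calls depend on the test, the scaling and the way the fold change limit is applied. Tbk1, the target of the siRNA, is listed on chromosome 7 from 63655247 to 63687979. Its normalized count was 2288 ± 37.7 (SD, n = 2) in siScramble-treated and 542 ± 45.3 (SD, n = 2) in siTbk1-treated cells. The log2 fold change of Tbk1 was −2.08 (standard error 0.076, adjusted p = 3.7e-08 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and both siTbk1 libraries lay below both control libraries. The first principal component of the log2 CPM held 74.2% of the variance and separated the treatments, and the second held 13.9% and separated replicate number 2 from number 3.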

To further unveil mechanisms underlying replicative capacity upon depletion of TBK1, transcriptome profiling was conducted on siScramble- and siTbk1-treated INS-1 832/13 β-cells. 

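Of the 13953 genes tested, 671 were called higher and 862 were called lower in siTbk1-treated cells. The median log2 fold change was 0.82 for the genes called higher and −0.75 for the genes called lower, and 205 of the former and 158 of the latter changed by at least 2-fold. Protein-coding genes made up 638 of the higher and 831 of the lower calls. Reads had been split between similar genes for 117 of the genes called higher and 165 of those called lower, so that their counts are less certain. The counts depended most on how the fold change limit was used. Dropping it left 3405 genes higher and 3459 lower. Testing each gene against a fold change of 1.5 left 163 higher and 101 lower. Because the groups share replicate numbers, the model was also fitted with the replicate number as a block. With the block, 699 genes were called higher and 898 lower, of which 669 and 857 were also called without it. The block leaves less information on the spread within each gene, so this fit leans even more on the spread of all genes together. Deviations of same-numbered samples from their group means had a Pearson correlation of 0.0041 and a Spearman correlation of −0.20 across all tested genes, and a Pearson correlation of −0.39 across the 7971 genes with a mean of at least 4 log2 CPM. Genes are not independent replicates, and the numbers do not pair the samples in a simple way. With the opposite pairing, chosen after seeing the data, 648 genes were called higher and 872 lower. The adjusted p-value of Tbk1 was 7.7e-95 with the block and 9.7e-06 with the opposite pairing (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). P-values of the blocked fits thus depend strongly on the pairing, and shared calls are a weak check. Taken pair by pair, 477 of the genes called higher and 438 of those called lower changed by at least 1.5-fold in both same-numbered pairs. After Tbk1, the largest decreases among genes with a mean of at least 10 CPM in the higher group were in Hmgcs1 (log2 fold change −1.54), Rps2 (−1.52), Wbp11 (−1.48) and Lrrc73 (−1.41). The largest increases were in Crebrf (log2 fold change 1.56), Muc13 (1.53), Nxt2 (1.48), Smim15 (1.47) and Scml2 (1.47). The adjusted p-value of these genes was at most 2.5e-05 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The counts of Rps2, Wbp11, Muc13 and Smim15 include split reads.

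**Figure D1:**
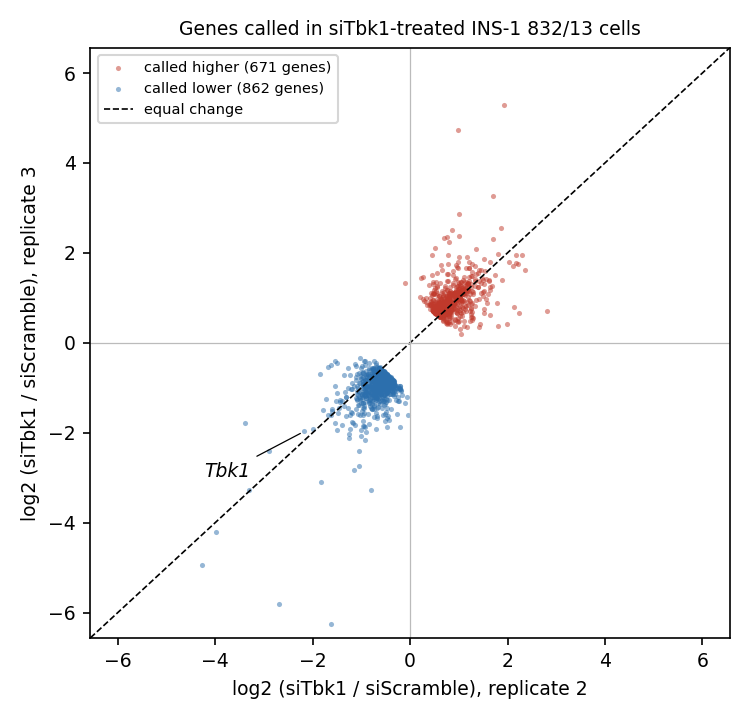
Log2 ratio of siTbk1-treated to siScramble-treated cells in replicate 2 (x axis) and in replicate 3 (y axis) for the 671 genes called higher (red) and the 862 called lower (blue). Each point is a gene, and points on the dashed line changed equally in the same-numbered pairs. The genes called lower have a median of −0.61 in replicate 2 and −0.90 in replicate 3.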

A false discovery rate (FDR) cutoff of < 0.05 with a fold change (FC) ± 1.5 revealed downregulation of 587 RNAs and upregulation of 411 RNAs in the siTbk1-treated samples (Fig. 5A). Gene ontology (GO) analysis demonstrated that biosynthetic pathways, including ‘Cell proliferation’ and ‘Biosynthetic process’, among others, were upregulated (Fig. 5B). Accordingly, we observed an increase in expression of multiple genes engaged in proliferation, such as *Ccne2*, *Chfr*, *Jpt2*, *Kit*, *Dyntl3*, *Wee1*, and *Tipinl1* (Fig. 5D). Conversely, genes involved in ‘Protein localization’, ‘Molecular Function’, ‘Positive regulation of molecular function’, among others, were downregulated (Fig. 5C). Thus, downregulation was evident in the expression of β-cell genes that confer mature features, including *Ins2*, *Mafa, Mnx1*, *Irs1*, and genes important for insulin secretion, such as *Ndufs7* and *Ndufb7* (ATP production), *Slc25a22* (mitochondrial glutamate transporter), and *Atp6v1a* (intracellular acidification), in siTbk1-treated cells (Fig. 5E–H). 

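Gene Ontology memberships were not used here, so proliferation was followed with lists of S phase and G2/M genes that are commonly used to score the cell cycle, fixed before the data were examined. The 52 tested G2/M genes had a median log2 fold change of 0.24 (adjusted p = 5.0e-05 over 8 gene sets, edgeR's camera test with Benjamini-Hochberg adjustment), with 41 genes above 0 and 11 below. The 42 tested S phase genes had a median log2 fold change of 0.10 (adjusted p = 0.016, edgeR's camera test with Benjamini-Hochberg adjustment), with 28 genes above 0 and 14 below. With the replicate number as a block, the medians were 0.24 and 0.10 and the adjusted p-values of edgeR's camera test with Benjamini-Hochberg adjustment were 7.6e-05 and 0.012. The medians of both sets were positive in each same-numbered pair. These adjusted p-values rest on a preset correlation between genes of 0.01. With the correlation estimated from the 4 samples, a less sensitive setting in a simulation, both became 0.440 (edgeR's camera test with Benjamini-Hochberg adjustment). Few cell cycle genes passed the fold change limit. Of the 94 genes in both lists together, 6 (6.38%) were called higher, against 4.81% of all tested genes (Fisher's exact test, two-sided, odds ratio 1.35, p = 0.46), and none was called lower, against 6.18% of all tested genes (two-sided, odds ratio 0, p = 0.0043). At an unadjusted p-value under 0.05, 51 of the 94 genes were higher and 14 were lower. The genes called higher were Ccne2, Atad2 and Tipin of the S phase set and G2e3, Cenpf and Hmgb2 of the G2/M set, which apart from Ccne2 are named after their values were seen, and the counts of Tipin and Hmgb2 include split reads. Adjusting over each list alone left the number of calls at 3 in either set.

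**Figure D2:**
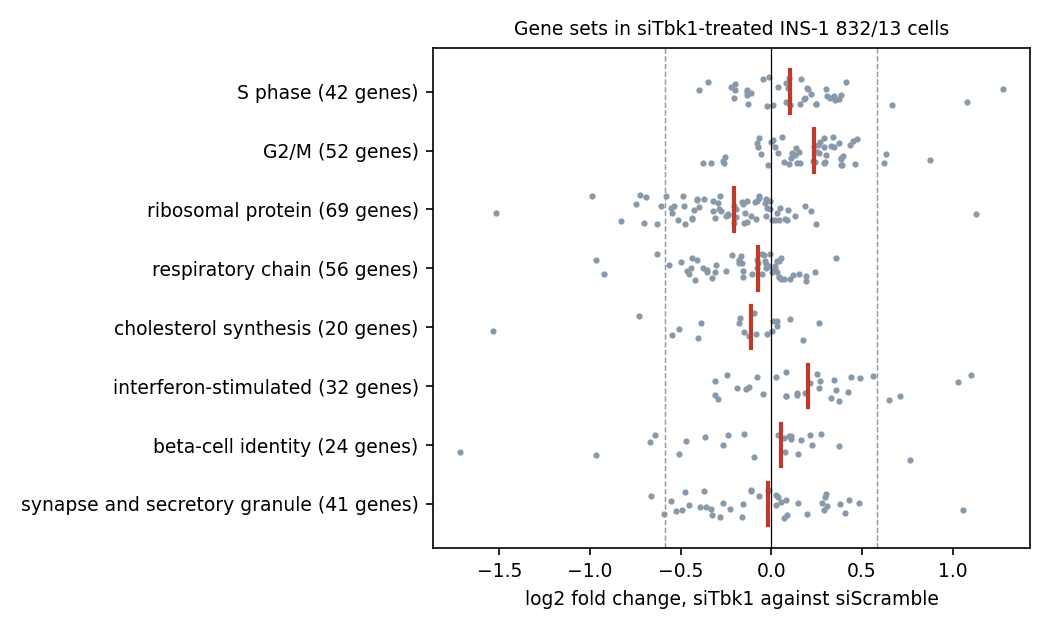
Log2 fold change of siTbk1-treated against siScramble-treated cells (x axis) for the tested genes of 8 gene sets (y axis). Each point is a gene, the red bar is the median of the set, and the dashed lines mark a fold change of 1.5; the G2/M median is 0.24 and the ribosomal protein median is −0.21, and most genes lie between the dashed lines.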

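All 7 genes were called higher, with log2 fold changes between 0.87 and 1.28. The paper picked these genes for their increase in the same data, so the calls repeat its result and are not an independent test. Ccne2, which encodes cyclin E2 and is listed on chromosome 5 from 24434872 to 24446407, had a normalized count of 2092 ± 254 (SD, n = 2) in siScramble-treated and 5077 ± 243 (SD, n = 2) in siTbk1-treated cells. Its log2 fold change was 1.28 (standard error 0.077, adjusted p = 4.6e-07 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The normalized count of Chfr, a mitotic checkpoint gene, rose from 2563 ± 57.4 to 5351 ± 205 (SD, n = 2 each), a log2 fold change of 1.06 (standard error 0.058). Kit had the highest counts of the 7 genes, 15157 ± 347 in control and 30373 ± 245 in siTbk1-treated cells (SD, n = 2 each), with a log2 fold change of 1.00 (standard error 0.051). The log2 fold change was 1.01 for Jpt2, 0.99 for Dynlt3 (written Dyntl3 in the text), 0.87 for Wee1 and 0.87 for Tipinl1. The largest adjusted p-value of the 7 genes was 2.3e-06, for Tipinl1 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). For each gene, both siTbk1 libraries lay above both control libraries. Tipinl1, Jpt2 and Kit have fractional counts, and the count of Tipinl1 is uncertain because the table also lists Tipin, to which reads of a similar sequence could be assigned. The 7 genes were called higher with the replicate block as well, and also when each gene was tested against a fold change of 1.5.

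**Figure D3:**
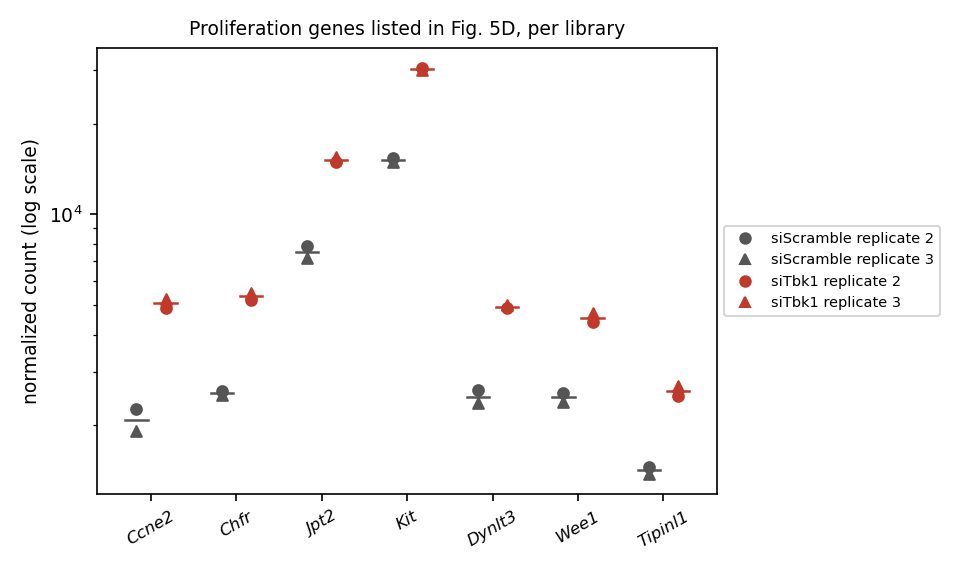
Normalized counts (y axis, log scale) of the 7 genes (x axis) in siScramble-treated (grey) and siTbk1-treated (red) cells. Circles are replicate 2, triangles are replicate 3 and horizontal lines are the mean of the 2 replicates; for Ccne2 the means are 2092 and 5077.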

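Of the 862 genes called lower, 697 have no split reads. The median genomic span, from the start to the stop listed for a gene, was 10.6 kb for the genes called lower and 36.0 kb for those called higher, against 20.1 kb for all tested genes. The terms of Fig. 5C include synapse and neuron terms. Their gene lists were not used here, and a set of 41 synapse and secretory granule genes was examined instead. Its median log2 fold change was −0.017, with 22 genes below 0 and 19 above, and the set was not past the threshold (adjusted p = 0.27, edgeR's camera test with Benjamini-Hochberg adjustment). With the replicate block, the adjusted p-value of the set was 0.24 (edgeR's camera test with Benjamini-Hochberg adjustment). Ptprn (log2 fold change −0.59) and Nrxn2 (−0.66) were called lower and Scg2 (1.06) was called higher, named after their values were seen.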

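All 8 genes were called lower, with log2 fold changes between −1.72 and −0.61. The paper likewise picked these genes for their decrease in the same data, so the calls are not an independent test. Mafa, a transcription factor gene listed on chromosome 7 from 116780681 to 116781767, had a normalized count of 333 ± 13.9 (SD, n = 2) in siScramble-treated and 100.3 ± 17.5 (SD, n = 2) in siTbk1-treated cells. Its log2 fold change was −1.72 (standard error 0.14, adjusted p = 4.7e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The log2 fold change was −1.07 for Irs1, −0.97 for Mnx1, −0.97 for Ndufb7 and −0.93 for Ndufs7. The smaller decreases were those of Slc25a22 (log2 fold change −0.73, standard error 0.070), Ins2 (−0.67, standard error 0.087) and Atp6v1a (−0.61, standard error 0.051). The largest adjusted p-value of the 8 genes was 0.00031, for Mnx1 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Irs1 and Mnx1 are measured at low depth, with normalized counts of 176 ± 7.39 and 221 ± 30.7 in control cells and 83.4 ± 6.48 and 112 ± 7.02 in siTbk1-treated cells (SD, n = 2 each). For each of the 8 genes, both siTbk1 libraries lay below both control libraries. The 8 genes were also called lower with the replicate block. When each gene was tested against a fold change of 1.5, Mafa and Ndufb7 passed and the other 6 did not. The decrease was larger in replicate 3 than in replicate 2 for 7 of the genes. For Ins2, the log2 ratio was −0.47 in replicate 2 and −0.89 in replicate 3. The normalized count of Ins2 was 6392 ± 273 in control and 4012 ± 652 in siTbk1-treated cells (SD, n = 2 each), and its count was between 1.32% and 1.38% of that of its paralog Ins1 in every library. Slc25a22 and Atp6v1a have fractional counts.

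**Figure D4:**
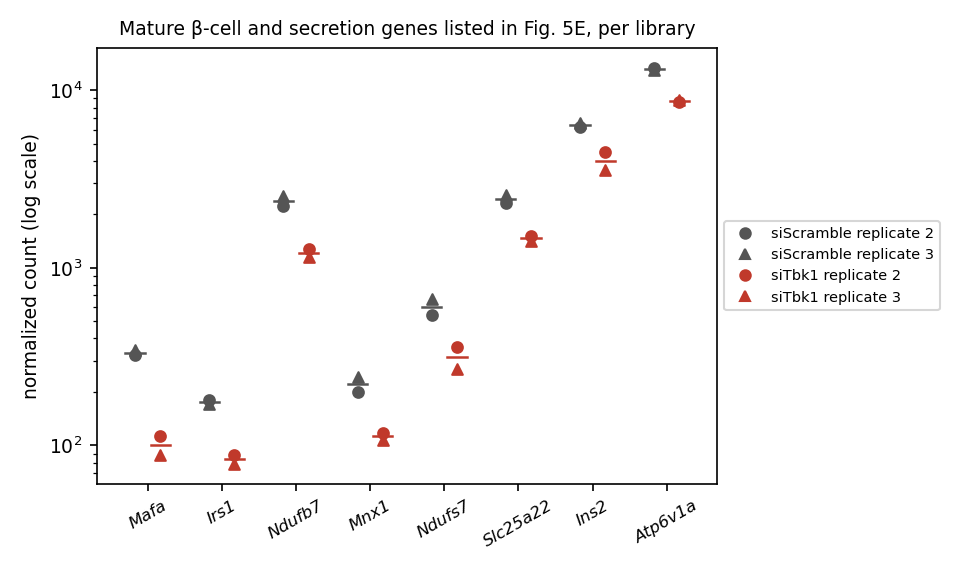
Normalized counts (y axis, log scale) of the 8 genes (x axis) in siScramble-treated (grey) and siTbk1-treated (red) cells. Circles are replicate 2, triangles are replicate 3 and horizontal lines are the mean of the 2 replicates; for Mafa the means are 333 and 100.3.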

Taken together, these results, along with proteomics analysis, indicate that genetic silencing of TBK1 under basal conditions induces expression of genes involved in proliferation with compromised expression of function-maintaining genes, implicating that TBK1 functions as a key cell autonomous negative regulator of β-cell replication in basal conditions.

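The sets of β-cell identity and respiratory chain genes place these decreases among related genes. The 24 tested genes of the β-cell identity set had a median log2 fold change of 0.054, with 13 genes above 0 and 11 below, and were not past the threshold (direction downward, adjusted p = 0.27, edgeR's camera test with Benjamini-Hochberg adjustment). Of these 24 genes, Mafa, Mnx1, Ins2 and Ins1 were called lower and Ero1b was called higher, and Ins1 and Ero1b are named after their values were seen. The 56 tested nuclear genes of the respiratory chain had a median log2 fold change of −0.075, with 37 genes below 0 and 19 above (adjusted p = 0.0081, edgeR's camera test with Benjamini-Hochberg adjustment), and 3 of them, Ndufb7, Ndufs7 and Uqcr10, were called lower, of which Uqcr10 is named after its value was seen. The paper had already named Mafa, Mnx1, Ins2, Ndufb7 and Ndufs7 as decreased from these same data. Their part in the set results is therefore not independent evidence. With the replicate block, the adjusted p-value was 0.18 for the β-cell identity set and 0.0070 for the respiratory chain set (edgeR's camera test with Benjamini-Hochberg adjustment). The respiratory chain set was no longer past the threshold after a correction for gene length (median log2 fold change −0.014, adjusted p = 0.14 from edgeR's camera test with Benjamini-Hochberg adjustment), which was added after the data were examined. The correction removes any trend along genomic span, whether it is technical or an effect of siTbk1. It therefore cannot tell whether the decrease of the set is an artifact. Taking its transcriptome results together with its proteomics analysis, the paper states that silencing of TBK1 under basal conditions induces genes of proliferation and compromises function-maintaining genes, and it takes this to implicate TBK1 as a cell autonomous negative regulator of β-cell replication.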

**Figure 5:**
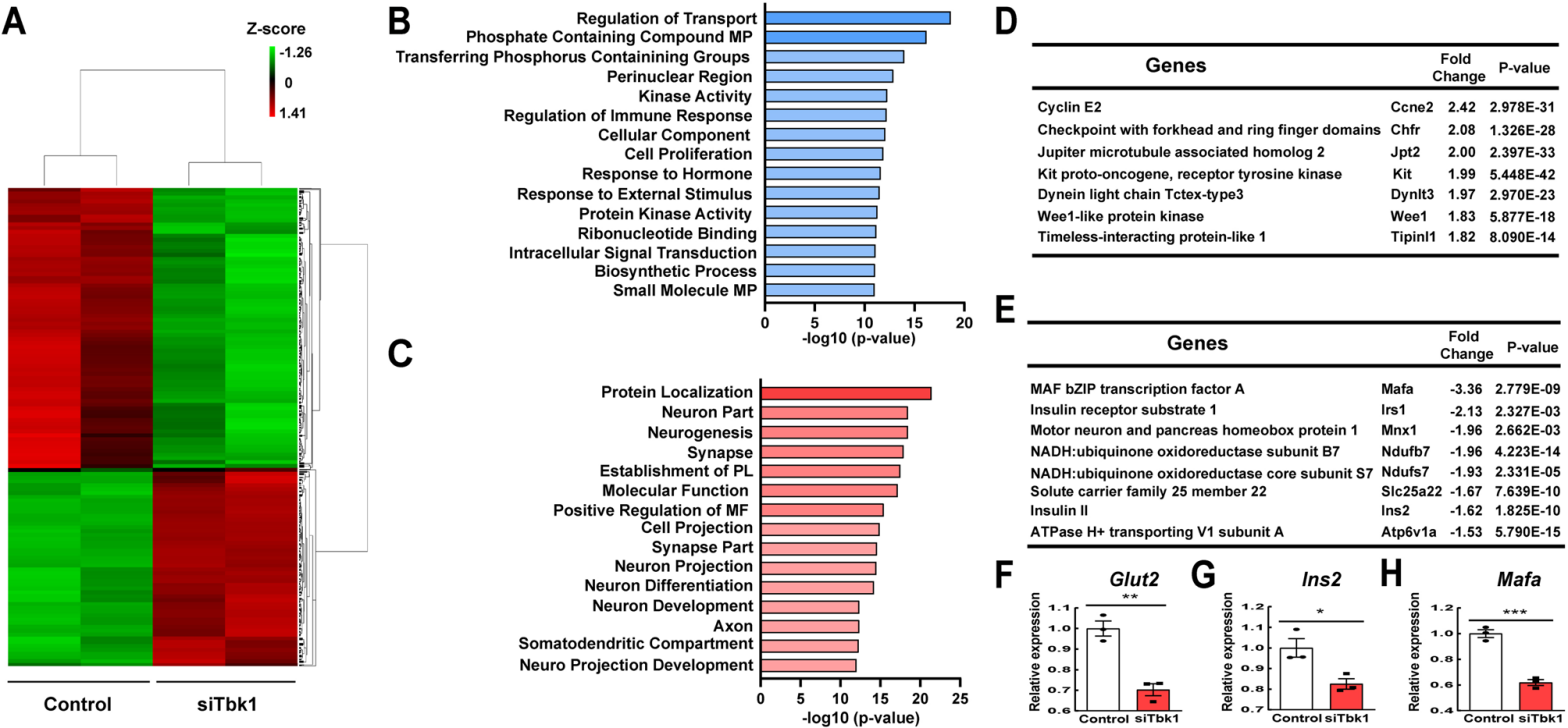
Transcriptome analysis of *Tbk1*-depleted INS-1 832/13 β-cells reveals a proliferative response and diminished maturity. (**A**) Heat map of the genes significantly altered upon *Tbk1* depletion. At least ± 1.5 fold change and a false discovery rate (FDR) cutoff of < 0.05 as well as *P* < 0.05 are defined as significantly altered focus genes. (**B**,**C**) Gene ontology (GO) analysis showing pathways differentially upregulated (**B**) or downregulated (**C**) in siTbk1-treated as compared to control INS-1 832/13 β-cells. (**D**) List of genes showing prominent increase of expression upon *Tbk1* depletion. (**E**) List of genes showing prominent decrease of expression upon *Tbk1* depletion. (**F**–**H**) RT-qPCR analysis of β-cell genes that confer mature features *Glut2* (**F**), *Ins2* (**G**), and *Mafa* (**H**) in control and SiTbk1-treated INS-1 832/13 β-cells. Gene expression was normalized to that of *Gapdh* and presented as fold changes (± SEM) against control expression. 3 sample sets per treatment, triplicate per each sample set. Unpaired two-tailed t-test. Asterisk indicates statistical significance: *P < 0.05; **P < 0.01; ***P < 0.001.

### TBK1 regulates proliferation of β-cells via PDE3B

Previous studies suggest that the mitogenic effect of PIAA is mediated at least in part by cAMP-cAMP-dependent protein kinase A (PKA)-mTORC1 signaling cascade via PDE3 in a zebrafish model of T1D and INS-1 832/13 β-cells^45^. Considering these data and mTOR being an evolutionarily conserved serine/threonine protein kinase essential for cell proliferation and survival^48^, and the essential role of TBK1 in suppressing β-cell replication cell autonomously shown above, we hypothesized that TBK1 represses the cAMP-PKA-mTORC1 signaling axis via activation of PDE3. To test this hypothesis, we first analyzed the activities of PKA and mTORC1 upon TBK1 depletion. Phosphorylation of PKA substrate (phospho-Ser/Thr residue of RRXS/T motif) and RPS6 was augmented in siTbk1-treated INS-1 832/13 β-cells (Figures S8A,B, S9, and S10).

Given the previous study showing that PKA directly phosphorylates mTOR and RAPTOR, which are components of mTORC1, in white adipose browning via βAR-cAMP-PKA-mTORC1 signaling pathway^49^, we further tested the possibility whether components of the mTORC1 might be targets of PKA in β-cells. We showed that purified catalytic subunit of PKA (cPKA) phosphorylated mTORC1 component RAPTOR, which was detected with an antibody that recognizes p-PKA substrate, in INS-1 832/13 β-cells (Figures S8C and S11).

Conversely, we overexpressed TBK1 and examined phosphorylation of PKA substrate upon treatment of forskolin, which activates adenylyl cyclase (AC) and raises intracellular cAMP levels. TBK1 overexpression decreased p-PKA substrate levels in response to forskolin (Figures S8D and S12) and downregulated induction of *Ki67* gene expression upon forskolin treatment (Figure S8E). We further examined whether TBK1 would desensitize β-cells to the elevation of cAMP levels through increased activity of PDE3. In reaction to forskolin, PDE3B overexpressing β-cells displayed reduced expression of proliferation gene *Ki67*, while treating PDE3 selective inhibitor cilostamide restored *Ki67* expression in TBK1 overexpressing β-cells (Figures S8E–F and S13), suggesting a critical role for TBK1-PDE3B axis in repressing proliferation of β-cells.

In line with the previous studies demonstrating that PDE3B being predominantly expressed in human and rodent β-cells among PDEs^50^, PDE3B is specifically expressed in adult human pancreatic β-cells along with TBK1 (Figure S8G–G′′′′′). Expression of the other PDE3 family member PDE3A was barely detectable in human pancreatic β-cells (data not shown). Altogether, these data implicate that the TBK1-PDE3B axis suppresses proliferation of β-cells at least in part via repressing cAMP-PKA-mTORC1 signaling cascade (Figure S8H).

### PIAA augments proliferation and function of β-cells

Considering a critical role of TBK1 in suppressing replication of β-cells in a cell autonomous manner shown above, we tested whether PIAA would derive its mitogenic effect via inhibition of TBK1. siTbk1 treatment led to enhanced expression of proliferation gene *Ki67*, while decreased expression of *Mafa* that confers mature features in INS-1 832/13 rat β-cells (Figure S14A,B). PIAA treatment in siTBK1-treated cells increased expression of *Mafa*, while showed minimal effect on expression of *Ki67* (Figure S14A,B). We further explored whether PIAA displays the mitogenic, pro-differentiation, or both effects on β-cells. Treating INS-1 832/13 β-cells with PIAA led to enhanced expression of G1/S cell cycle control molecules, including *Ccnd1* and *Ccnd3*, and β-cell differentiation marker *Mafa* (Figure S14C–E).

To confirm that the dual role of PIAA in enhancing β-cell replication and function is not species specific, we first utilized hESC-derived insulin-producing β-cells to test the effectiveness of PIAA on human β-cells. Consistent with its specific expression in adult human pancreatic β-cells, *TBK1* is highly expressed in hESC-derived β-cells, whereas *IKBKε* expression is barely detectable (Figure S15A). Cells treated with PIAA had enhanced expression of cell cycle control molecule *CCND1* along with β-cell differentiation markers, *INS* and *MAFA*, as compared to vehicle-treated (Figure S15B–D). PIAA treatment in cadaveric human islets increased insulin secretion and led to elevation in expression of β-cell differentiation markers, *INSULIN* and *MAFA* (Fig. 6A–C). It also augmented proliferation of β-cells evaluated by Ki67 staining (Fig. 6D–F) and *Ki67* expression (Fig. 6G). Together, these data suggest that PIAA derives its proliferative effect in large part, if not exclusively, via inhibition of TBK1. Moreover, PIAA can allow both preservation of β-cell differentiated function and increase in β-cell proliferation, not only in rodent β-cells but also in human islets and hESC-derived β-cells, which represent a renewable source of β-cells with a consistent genetic background.

**Figure 6:**
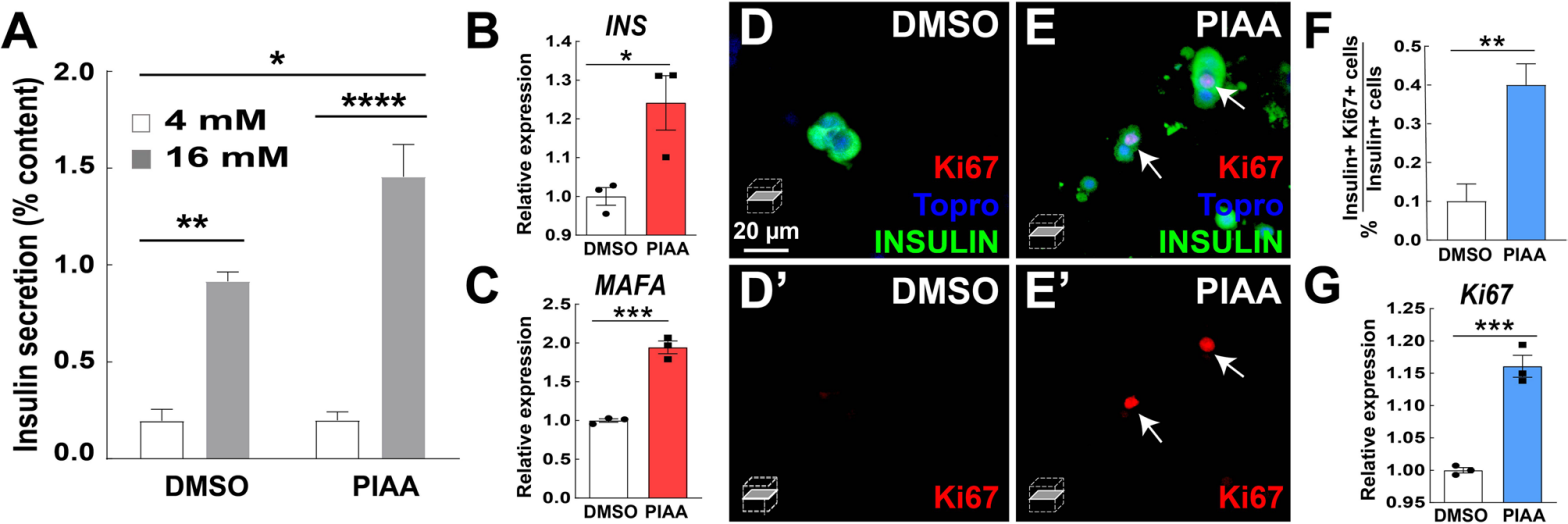
PIAA enhances proliferation and function of β-cells in non-diabetic human islets. (**A**) Glucose stimulated insulin secretion of human islets treated with DMSO or PIAA. Triplicate per condition from 3 cadaveric donors. (**B**,**C**) RT-qPCR analysis of β-cell genes that confer mature features *INS* (B) and *MAFA* (**C**) in DMSO- and PIAA-treated human islets. (**D**–**E**′) Confocal single-plane images of human islets treated with DMSO (**D**,**D**′) and PIAA (**E**,**E**′), respectively, stained for Ki67 (red, white arrows), Topro (blue), and INSULIN (green). Scale bar: 20 μm. (**F**) The percentage (± SEM) of Ki67 and Insulin-double positive cells in human islets in **D**–**E**′. An average of 1391 (vehicle) and 1335 (PIAA) insulin-positive cells were counted (five 96-wells/treatment). (**G**) RT-qPCR analysis of proliferation gene *Ki67* in DMSO- and PIAA-treated human islets. Gene expression was normalized to that of *GAPDH* and presented as fold changes (± SEM) against control expression. 3 sample sets per treatment, triplicate per each sample set. 3 cadaveric donors. Two-way repeated measures ANOVA followed by Bonferroni’s multiple comparisons (**A**) and unpaired two-tailed t-test (**B**,**C** and **F**,**G**). Asterisk indicates statistical significance: *P < 0.05; **P < 0.01; ***P < 0.001; ****P < 0.0001.

### PIAA enhances replication and function of β-cells in response to diabetogenic insults

To further unveil the regenerative potential of PIAA under pathophysiological conditions, we treated INS-1 832/13 cells with a cytokine mix containing IL-1β, IFN-γ, and TNF-α, which are released by inflammatory immune cells and contribute to increased β-cell apoptosis during diabetes progression^51^. While the cytokines increased TBK1 expression in β-cells, PIAA treatment led to enhanced proliferation of β-cells and expression of *Ccnd1* and *Ccnd3* as well as β-cell differentiation markers, including *Glut2*, *Ins2*, and *Mafa*, in cytokine-treated β-cells (Fig. 7A–J).

**Figure 7:**
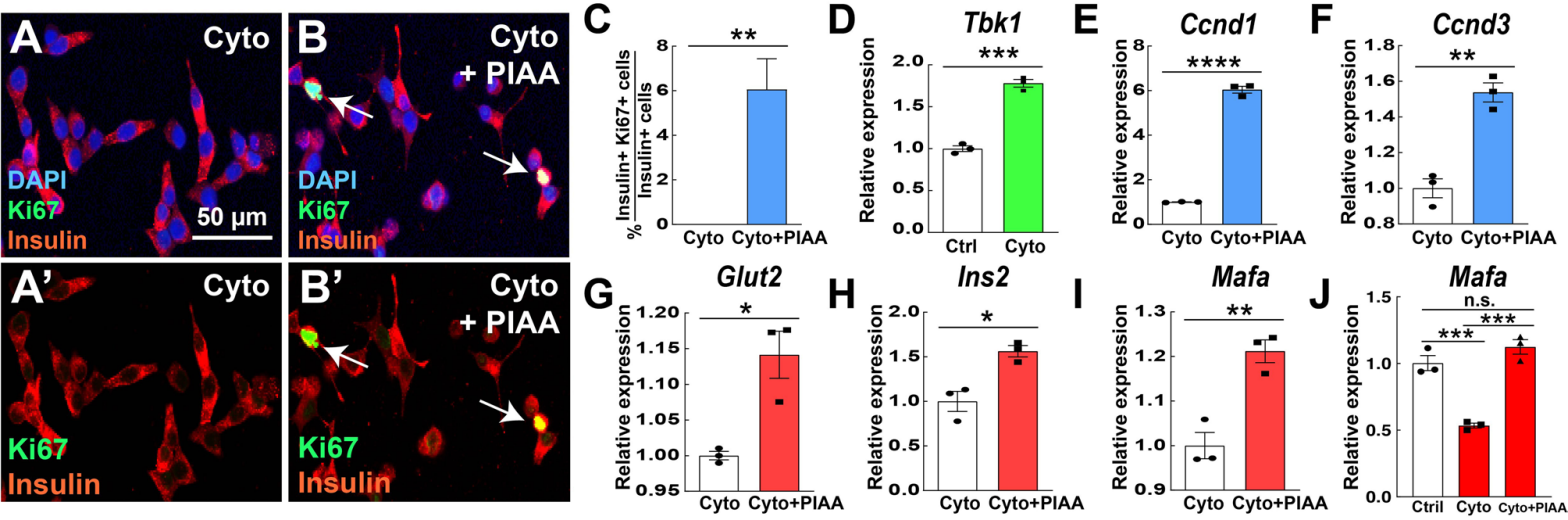
PIAA augments proliferation and expression of cell cycle control molecules and β-cell differentiation markers in response to cytokine-induced diabetogenic challenge. (**A**–**C**) Treatment of PIAA increased the number of Ki67 + Insulin + cells (white arrows; quantified in **C**). A minimum of 560 (cytokines) and 440 (cytokines plus PIAA) insulin-positive cells were counted (5 confocal fields/treatment). Scale bar: 50 μm. (**D**) RT-qPCR analysis of *Tbk1* in control (non-treated) and cytokine-treated INS-1 832/13 β-cells. (**E**–**I**) RT-qPCR analysis of cell cycle regulators *Ccnd1* (**E**) and *Ccnd3* (**F**), and β-cell genes that confer mature features *Glut2* (**G**), *Ins2* (**H**), and *Mafa* (**I**) in cytokine- and cytokine plus PIAA-treated INS-1 832/13 β-cells. (**J**) RT-qPCR analysis of *Mafa* in control (non-treated), cytokine-, and cytokine plus PIAA-treated INS-1 832/13 β-cells. Gene expression was normalized to that of *Gapdh* and presented as fold changes (± SEM) against control expression. 3 sample sets per treatment, triplicate per each sample set. Unpaired two-tailed t-test (**C**–**I**) and one-way ANOVA (**J**). Asterisk indicates statistical significance: *P < 0.05; **P < 0.01; ***P < 0.001; ****P < 0.0001; n.s., not significant.

Multiple injections of low-dose of streptozotocin (MLDS) were shown to result in contributing to β-cell death^52^. TBK1 showed prominently induced expression in MLDS-treated diabetic pancreas (Figure S16A). PIAA administration started causing a substantial reduction of non-fasting blood glucose levels after a week of intraperitoneal injection (Figure S16B). Significant improvement in glucose tolerance was observed compared with vehicle treatment (Figure S16C). Morphometric analysis of pancreas sections showed that the β-cells, not α-cells, in PIAA-treated mice were more likely to be Ki67-positive, indicating that they were proliferating at a higher rate (Figure S16D–F). There was no difference in the weight of the mice based on treatment, neither at the start nor at the end of the experiments (data not shown), indicating that the mice were not generally affected by PIAA treatment.

Notably, TBK1 expression was increased in β-cells and pancreatic tissues of T2D patients (Fig. 8A–D and Fig. S17). Treatment of PIAA on human pancreatic islets from T2D patients caused increased expression of cell cycle molecule *CCND1* and β-cell differentiation marker *PDX1* (Fig. 8E,F). Consistently, PIAA treatment under glucolipotoxic condition restored the expression of proliferation genes, including *Ki67* and *Ccnd1*, and β-cell differentiation genes, such as *Mafa* and *Ins2*, which was downregulated by glucolipotoxicity, in INS-1 832/13 rat β-cells (Figure S18A–D). Taken together, these results imply a potential role of TBK1 in repressing a β-cell adaptive response to diabetogenic insults; these data further suggest that PIAA enhances β-cell replication and function across multiple species, including human β-cells, under pathophysiological conditions, thus presenting PIAA as a valid therapeutic strategy augmenting functional β-cells.

**Figure 8:**
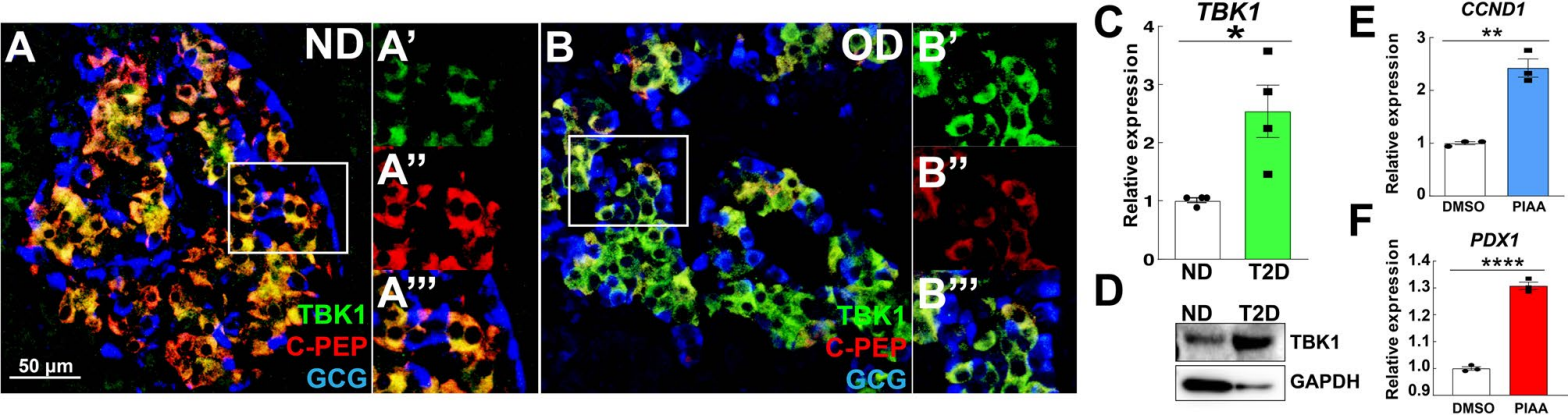
TBK1 expression is elevated in β-cells of patients with type 2 diabetes. (**A**–**B**′′′) Confocal images of adult human pancreatic tissues [**A**–**A**′′′: non-diabetic (ND); **B**–**B**′′′: obese type 2 diabetic (OD)], stained for TBK1 (green), C-Peptide (red), and Glucagon (blue), showing higher TBK1 expression with lower levels of C-Peptide expression in β-cells of type 2 diabetic patients (N = 2 donors) than non-diabetic controls (N = 3 donors). Magnified images of TBK1 expression in β-cells (white squares in **A** and **B**) are shown in **A**′–**A**′′′ and **B**′–**B**′′′, respectively. Scale bar: 50 µm. (**C**) RT-qPCR analysis of *TBK1* mRNA expression in non-diabetic controls (N = 4 donors) versus type 2 diabetic patients (N = 4 donors). Triplicate per donor. (**D**) Representative Western blot showing increased TBK1 expression in type 2 diabetic patient (N = 1 donor). (**E**,**F**) RT-qPCR analysis of cell cycle regulator *CCND1* (**E**) and β-cell gene *PDX1* (**F**) in vehicle- versus PIAA-treated type 2 diabetic islets. Triplicate (N = 1 donor). Gene expression was normalized to that of *GAPDH* and presented as fold changes (± SEM) against control expression; Unpaired two-tailed t test. Asterisks indicate statistical significance: *P < 0.05; **P < 0.01; ****P < 0.0001.

## Discussion

In this study, by genetic silencing and proteome as well as transcriptome analyses, we demonstrated a novel role for TBK1 in regulating the dynamics of β-cell proliferation and function. Depletion of TBK1, which is specifically expressed in mammalian β-cells, caused a shift to state poised for proliferation, whereas TBK1 overexpression repressed β-cell replication mediated by the cAMP-PKA-mTORC1 signaling axis via PDE3B. While PIAA derives its mitogenic effect in large part, if not exclusively, via inhibition of TBK1, PIAA exhibited both pro-proliferation and pro-differentiation potential in hESC-derived β-cells and human islets with elevation in insulin secretion. TBK1 expression was induced in β-cells in response to diabetogenic insults, including in human T2D islets. Treatment with PIAA increased expression of cell cycle control molecules and β-cell differentiation markers upon diabetogenic challenges, and promoted restoration of functional β-cells in STZ-induced diabetic mice; these data present PIAA as a valid therapeutic strategy for augmenting functional β-cells.

Our system-wide proteomic and RNA-seq as well as gene expression analyses in INS-1 832/13 rat β-cells suggest that TBK1 plays an important role as a cell autonomous repressor of β-cell replication under basal conditions. In line with its distinct expression in human and mouse β-cells, *Tbk1* is highly expressed in INS-1 832/13 rat β-cells, whereas *Ikbke* expression is nearly undetectable. Genetic silencing of TBK1 in these β-cells led to increased proliferation and reduced expression of β-cell markers consistent with the predicted inverse relation between proliferative capacity and β-cell maturity^9,26^. Thus, it is likely that in physiological conditions, TBK1 acts as one of the proliferation, not functional, barriers of β-cells, which might help to explain the replication-quiescent, not function-quiescent, state of non-diabetic adult β-cells^4,5,53–58^.

Previously, inhibition of activities of PKA and mTOR as well as overexpression of PDE3 blunted the mitogenic effect of PIAA in β-cells in a zebrafish model of T1D and INS-1 832/13 β-cells^45^. Intracellular cAMP levels play pivotal roles in survival and replication of β-cells as well as insulin secretion^59–61^, and are modulated by their rate of synthesis (via adenylyl cyclase) and degradation (via PDEs^62^). Our gain-of-function studies showed that TBK1 dampened sensitivity of β-cells to the elevation of cAMP levels and reduced β-cell proliferation in PDE3 activity-dependent manner. Moreover, proteomics analysis of *Tbk1*-depleted INS-1 832/13 β-cells provided a compelling association between TBK1 silencing and mTORC1 activation. Depletion of TBK1 led to substantial upregulation of ribosomal proteins, which have 5′ terminal oligopyrimidine tract (5′-TOP)^63^. mTORC1 has been suggested to play a fundamental role in controlling mRNA translation, particularly translation of TOP mRNAs bearing a 5′-TOP^63–65^. These TOP mRNAs are the class of transcripts that is most sensitive to translation repression upon mTOR inhibition^66,67^. While mTORC1 has been shown to be important for β-cell function and insulin secretion^68–71^, its critical function in maintaining the proliferative/immature phenotype in adult pancreatic β-cells has been demonstrated^7^. Constitutive activation of mTORC1 from embryonic age to adulthood or inducing mTORC1 in adult β-cells led to increased β-cell proliferation and basal insulin secretion at low glucose concentrations with the concomitant reduction of expression of key β-cell maturation genes in adult β-cells^7^. The immature β-cell phenotype in mTORC1 activation is to a high degree similar to TBK1 depletion phenotype under basal conditions. Furthermore, we demonstrated that PKA directly phosphorylates RAPTOR proteins in β-cells. Mammalian mTOR proteins contain 3 conserved PKA target RRXS motifs and RAPTOR proteins have 1 RRXS motif directly phosphorylated by cPKA in HEK293 cells^49^. Thus, it is plausible that the cell autonomous TBK1-PDE3B axis plays previously unappreciated role in repressing proliferation of β-cells at least in part via suppressing cAMP-PKA-mTORC1 signaling cascade in physiological conditions.

Intriguingly, TBK1 expression increased in β-cells upon diabetogenic insults. Considering the previous studies showing that (1) TBK1 directly phosphorylates AMPK α-subunit to inhibit AMPK activity^35^, (2) TBK1 deficiency upregulated AMPK Thr172 phosphorylation in adipocytes only in response to HFD, not normal diet (ND)^35^, and (3) AMPK is critical for β-cell maturation and function^72–74^, and its activity is reduced in T2D^75,76^, it is worth investigating not only the TBK1-PDE3B axis but also the TBK1-AMPK axis to dissect the TBK1-controlled signaling networks involved in β-cell regeneration, specifically in pathophysiological conditions.

Our data indicate pivotal therapeutic potential of PIAA, which drives proliferation of β-cells via its TBK1 inhibitory activity with additional pro-differentiation effect, for expanding functional β-cells in physiological (rat and hESC-derived β-cells and isolated non-diabetic human islets) and pathophysiological conditions (cytokine- and glucotoxicity-treated β-cells, STZ-induced diabetic mice, and T2D human islets); under pathophysiological conditions, TBK1 expression was induced. Considering our results showing distinctive IKKε expression in non-β-cells (primarily in α-cells) in human islets and low/near undetectable expression in hESC-derived β-cells and rat-derived clonal β-cells, it is crucial to delve into a new paradigm of how non-canonical IκB kinases regulate β-cell proliferation and function as well as regeneration cell autonomously via TBK1 and non-cell autonomously via IKKε. Previously, slightly fewer number of regenerated β-cells were observed in PDE3 inhibitor cilostamide-treated than PIAA-treated T1D zebrafish^45^, which is consistent with our hypothesis that PIAA enhances β-cell regeneration both β-cell autonomously and non-β-cell autonomously. In addition, PIAA treatment during the time window of α-to-β-cell transdifferentiation in T1D zebrafish caused an increase in the number of cells that co-express Insulin and Glucagon, suggesting that PIAA might be able to enhance neogenesis of β-cells from non-β-cells^45^. Hence, elucidation of IKKε-controlled signaling networks involved in regeneration of β-cells and delineation of intracellular signaling pathways mediating the effects of PIAA on β-cell proliferation and function (e.g. by comparing gene/protein profiles of TBK1-depleted vs. PIAA-treated β-cells) need further investigation. Moreover, design/validation of new molecular structures with potent TBK1 and/or IKKε inhibition activities and minimal toxicity using PIAA as a scaffold will allow us to identify legitimate strategies to replenish functionally relevant β-cells in diabetic patients.

## Materials and methods

### INS-1 832/13 rat β-cell culture condition

The rat insulinoma cell line INS-1 832/13 was kindly provided by Dr. C. Newgard (Duke University, Durham, NC) and maintained as previously described^77^. In brief, INS-1 832/13 cells were grown in RPMI 1640 medium supplemented with 10 mM HEPES, 1 mM sodium pyruvate, 100 IU/mL penicillin, 100 mg/mL streptomycin (Invitrogen), 10% heat-inactivated fetal bovine serum (Gemini), and 50 μM β-mercaptoethanol (Sigma) at 37 °C in a humidified 5% CO_2_ atmosphere. For acute stimulation experiments to test the effects of PIAA, INS-1 832/13 cells plated in six-well dishes (~ 70% confluence) were cultured overnight (12–14 h) in serum-free RPMI 1640 medium containing 2.8 mM glucose, 10 mM HEPES, 1 mM pyruvate, 200 U/mL penicillin, 100 μg/mL streptomycin, and 0.1% BSA (fatty acid free, low endotoxin [Sigma; A8806]).

### Human embryonic stem cell culture

HUES8 embryonic stem cells were maintained as previously described^78^. Briefly, cells were adapted to a 3D culture system using spinner flasks and maintained using mTeSR media. Suspension cultures were established by seeding 150 million cells in mTeSR media with 10 μM Y27632 and maintained at 70 rpm in a humidified incubator at 37 °C and 5% CO_2_. Media was changed at 48 h to mTeSR without Y27632. Cells were passaged every 72 h by dispersing to single cells using Accutase and seeded into fresh mTeSR with Y27632. Differentiations were initiated 72 h after seeding into mTeSR. Briefly, cell clusters were allowed to settle to the bottom of the spinner flask and the media was removed by aspiration. Protocol-specific media was introduced to the spinner flask with appropriate growth factors and the flask was returned to the incubator with stirring. PIAA was treated in the final stage of differentiation (at day 25 of protocol) for 96 h.

### Mice experiments

PIAA treatment into mice with multiple injections of low dose streptozotocin (MLDS) was performed as previously described^45^. In brief, eight-week old C57BL/6J male mice (Jackson Laboratory) received daily intraperitoneal injection of 50 mg STZ/kg body weight daily for 5 days. Only mice that had fed blood glucose values of > 300 mg glucose/dL were used. Mice were given daily intraperitoneal injections of vehicle (dimethylsulphoxide final 6.7%; formulated in 0.5% methylcellulose and 0.5% Tween-80) or PIAA (12.5 mg per kg body weight; formulated in 0.5% methylcellulose and 0.5% Tween-80). Mice were housed in pathogen-free facilities and maintained in the Animal Care Facilities at Mayo Clinic, Rochester, MN. Studies conducted and protocols used were approved by the Institutional Animal Care and Use Committee of Mayo Clinic and were in accordance with National Institutes of Health guidelines.

### Glucose-stimulated insulin secretion from human islet culture and INS-1 832/13 rat β-cells

Human islets from donors were purchased from Prodo Laboratories (Irvine, CA) and were cultured in RPMI 1640 medium with 5 mM glucose and 10% fetal bovine serum at 37 °C for 24 h prior to experimentation^45^. Islets were either directly treated with PIAA for 6 days or dissociated with 0.05% trypsin–EDTA (Invitrogen) for 3–5 min with gentle agitation to aid cell cluster disruption. Single cells obtained from islet dissociation were plated and allowed 48 h to attach^79^ prior to treatment with PIAA for 6 days. GSIS was evaluated by static incubation by equilibrating islets with 4 mM glucose in Krebs buffer for one hour. After equilibration, 3 replicates per group were subjected to 1 h sequential incubations with low (4 mM glucose) and high (16 mM glucose). Secreted insulin was monitored using a human ELISA kit (Mercodia) and normalized to total Insulin. GSIS in INS-1 832/13 rat β-cells was performed as previously described^9^.

### Transfection of siRNAs and plasmids, and treatment of cytokines

TBK1 siGENOME SMARTpool siRNA or negative control non-targeting siRNA were transfected into INS-1 832/13 β-cells using DharmaFECT Transfection Reagent (Dharmacon, Lafayette, CO) for 36 h. HA-TBK1 and myc-PDE3B were transfected using FUGENE HD Transfection Reagent (Promega) for 48 h. Cells were seeded at 5 × 10^5^ cells per well in a 6-well plate. Cytokines (IL-1 β, TNF-α, and IFN-γ cocktail) were treated for 48 h.

### Immunohistochemistry

Immunohistochemistry was performed as previously described^45^ using the following antibodies: mouse anti-Glucagon (1:100; Sigma), rabbit anti-TBK1 (1:100; Abcam), rabbit anti-IKKε (1:100; Abcam), rat anti-C-Peptide (1:300; DSHB), rabbit anti-PDE3B (1:100; Cell Signaling), rabbit anti-Ki67 (1:100; Abcam), guinea pig anti-Insulin (1:100; Sigma), and fluorescently conjugated Alexa antibodies (1:200; Molecular Probes). Nuclei were visualized with DAPI (1:2000; Sigma). Islet samples were directly imaged in plates on a Zeiss LSM 700-405 or LSM 780 confocal microscope. Mice pancreata were dissected, fixed in 4% PFA, treated with either 70% ethanol then embedded in paraffin or a 30% sucrose solution then embedded in Tissue-Tek OCT compound (Sakura Finetek). 8 μm-thick sections were obtained by using a cryostat microtome (CryoStar NX70 Cryostat), stained with antibodies, mounted in Vectashield (Vector Laboratories), and imaged on a Zeiss LSM 700-405 confocal microscope.

### Western blot analysis

The rat INS-1 832/13 β-cells were lysed in lysis buffer (50 mM Tris–HCl, pH 7.4, 150 mM NaCl, 1 mM MgCl_2_, 0.5% IGEPAL, freshly added Protease Inhibitor Cocktail and PhosSTOP tablet from Sigma). Proteins were detected with the following antibodies (Cell Signaling): rabbit anti-TBK1 (1:500; product #3013), rabbit anti-Myc (1:500; product #2272), rabbit anti-HA (1:500; product #3724), mouse anti-S6 ribosomal protein (1:1000; product #2317), rabbit anti-phospho-S6 ribosomal protein (Ser240/244) (1:1000; product #5364), rabbit anti-phospho-PKA substrate (RRXS*/T*) (1:1000; product #9624), rabbit anti-HMGCS1 (1:1000, product #42201), and HRP-conjugated secondary antibodies (1:2500). Mouse anti-GAPDH was purchased from Millipore (1:500; MAB 374). I*n vitro* PKA phosphorylation assay was performed as previously described^49^. Briefly, INS-1 832/13 β-cells were transfected with myc-tagged RAPTOR expression plasmid using FUGENE HD (Promega) according to the instructions provided. Cells were collected and lysed, and 2 mg total protein was incubated with anti–c-myc affinity for 4 h (Sigma-Aldrich). Beads were washed twice with the lysis buffer and once with the PKA reaction buffer (40 mM Tris–HCL [pH 7.4], 20 mM magnesium acetate, 0.2 mM ATP), and PKA catalytic subunit was added to the beads. Protein phosphorylation by PKA was measured with rabbit anti-phospho-PKA substrate (RRXS*/T*) antibody described above.

### Glucose tolerance test

For glucose tolerance test, after a 12-h fast, mice were given an intraperitoneal injection of glucose at a dose of 1–2 g per kg body weight. Blood glucose was measured at basal, 30, 60, 90, and 120 min from tail blood using the OneTouch Ultra glucometer (Lifescan).

### Reverse transcription quantitative real-time polymerase chain reaction (RT-qPCR)

RT-qPCR was performed as previously described^80^. In brief, total RNA was extracted using the RNeasy kit (Qiagen). cDNA synthesis was performed using iScript Reverse Transcription Supermix (Bio-Rad). PCR was conducted using iTaq Universal SYBR Green Supermix in triplicate (Bio-Rad). Optimized primers targeting each gene were designed using Primer3 or purchased (Qiagen). The StepONE Plus PCR System (Applied Biosystems) was used to obtain the *C*t value. The relative gene expression of each sample was determined using the comparative *C*t method with *Gapdh* (rat) *GAPDH* (human) as an internal control. The primers used are listed in the Supplementary Table 2.

### Quantification and statistical analysis

All statistical analyses were performed using GraphPad Prism (version 8). Tests used to determine statistical significance were unpaired two-tailed Student’s *t*-test and one-way ANOVA with Tukey’s multiple comparison test (RT-qPCR); two-way ANOVA with Bonferroni’s multiple comparisons (glucose-stimulated insulin secretion assay, glucose tolerance test, and daily glucose measurement). Statistical information for each experiment can be found in the corresponding figure legend. *P* values less than 0.05 were considered statistically significant.

## Supplementary information

Supplementary Information.

## Data Availability

The RNA-seq datasets supporting the current study are being deposited in a public repository (GSE136670).

How the deposited data were processed for this re-analysis (not part of the article)

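Gene expression was measured by RNA sequencing in rat INS-1 β-cells treated for 36 h with siScramble (control, 2 samples) or siTbk1 (2 samples). The replicate numbers 2 and 3 of the samples come from the sample labels, and the column names of the deposited table match the labels of these 4 samples. All 4 columns were used. The authors deposited estimated counts of reads per gene for 15172 genes, without scaling between samples, and the values have fractional parts in some library for 32.4% of the genes. The aligner, the counting tool and the genome build are not named in the paper's text, and gene names and positions are given as the table lists them. The listed positions were used only for the genomic span of a gene, which is the stop minus the start and includes introns.

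The estimated counts were rounded to whole numbers. Genes with low counts were removed with filterByExpr of edgeR 4.0.16 at its default minimum count of 10, which left 13953 genes and removed 1219. Library sizes were scaled with TMM factors. The groups were compared with the quasi-likelihood test of edgeR (glmQLFit and glmQLFTest) with treatment as the only factor, and p-values were adjusted by the Benjamini-Hochberg method. A gene was called at an adjusted p-value under 0.05 and a fold change of at least 1.5. Standard errors of log2 fold changes were taken from the log2 fold change and its F statistic. CPM values are counts scaled to a library total of 1000000. Normalized counts are CPM rescaled from that total to the mean effective library size, given as mean ± SD of the 2 samples. Computations used R 4.3.3 with limma 3.58.1 and DESeq2 1.42.0, and figures were drawn with Python 3.11.15 and matplotlib 3.10.9.

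The 8 gene sets (S phase, G2/M, ribosomal protein, respiratory chain, cholesterol synthesis, interferon-stimulated, β-cell identity, and synapse and secretory granule genes) were written down before the data were examined and were tested with edgeR's camera test at a correlation between genes of 0.01, adjusted over the 8 sets. The paper's results were known when the sets were written. The respiratory chain set was chosen because the paper names Ndufs7 and Ndufb7 as decreased. Cell cycle genes among the calls were tested with Fisher's exact test against all tested genes. The rule for the genes named in the text, set before the data were examined, takes the genes whose mRNA or protein the paper names for siTbk1-treated or untreated INS-1 cells, and the 5 largest changes in each direction among called genes with a mean of at least 10 CPM in the higher group and the same direction in both same-numbered pairs. Other genes named are marked as named after their values were seen. Genes that the paper names and that are missing from the text were not analysed or are not reported here.

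With total counts between 38428926 and 47759013 per sample, 3 counts correspond to between 0.0628 and 0.0781 CPM. The number of samples, 2 per group, limits the precision of every comparison. A gene is taken to have split reads where a count lies more than 0.01 from a whole number in some library, and its count is then less certain. Split reads are pointed out for the genes of Fig. 5D and Fig. 5E and for the largest changes, and not for every gene named.

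The alternatives set before the data were examined were a replicate block, the exact test and the likelihood ratio test of edgeR, DESeq2, limma-voom, upper quartile normalization, library size alone, no filter, a minimum of 10 counts in every sample, thinning to the smallest library, no fold change limit, glmTreat against a fold change of 1.5, an estimated correlation between genes in camera, and leaving out each sample in turn. A crossed pairing of the replicates and a correction for gene length, with and without the replicate block, were added after the data were examined. The gene length correction removes each library's loess trend (span 0.5), along log10 genomic span, of the deviation of a gene's log2 CPM from its mean over the 4 samples. GC content was not examined, as no genome sequence was used here.

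The tests were checked on simulated data in which 200 well-counted genes were changed by known fold changes of at least 2. The edgeR quasi-likelihood test, run on 13853 simulated genes, recovered 100% of the changed genes with 1 false call, the replicate block recovered 100% with 3 false calls, and glmTreat recovered 94.5% with 0 false calls. DESeq2, run on 13953 simulated genes, recovered 99% with 0 false calls. The measured calls were smaller, with a median log2 fold change of 0.82 for higher and −0.75 for lower genes. The simulated recovery therefore says little about genes near the fold change limit or with low counts. In a simulation in which the G2/M set was raised by 0.3 on the log2 scale, camera recovered a median of 0.30 and called 0 of the other 7 sets. The simulated samples were independent, without a shared deviation between replicates. The RT-qPCR, proteomics and islet experiments of the paper were not analysed here.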

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

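The tests of the replicates of one treatment and of the nuclear respiratory chain genes were chosen only after the result was seen. The paper does not discuss mRNAs encoded by the mitochondrial genome, and these were higher than in the control samples: all 13 rose in siTbk1-treated cells, with a median log2 fold change of 0.45 (range 0.35 to 0.58, largest adjusted p = 0.012 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and all 13 rose in both same-numbered pairs. None passed the fold change limit of 1.5, while all 13 had an unadjusted p-value under 0.05 in edgeR's quasi-likelihood test. Their share of all counts was 6.23% and 6.04% in siScramble replicates 2 and 3, and 7.84% and 8.30% in siTbk1 replicates 2 and 3. The median stayed positive under every scaling tried, at 0.40 with library size alone, 0.45 with upper quartile normalization and 0.44 with DESeq2. It was 0.45 with the replicate block and 0.52 with the block and the gene length correction.

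With these mRNAs left out of the scaling, the median was 0.44. This decides little about a distortion of the scaling by a few genes, since TMM factors depend little on 13 genes and abundant rising mRNAs would make their own change look smaller. The replicates of one treatment differed by at most 0.093 (siTbk1), which is less than the change with siTbk1. The 56 nuclear genes of the respiratory chain did not rise with them, as their median log2 fold change was −0.075. Differences in RNA quality or in the capture of polyadenylated RNA between the treatments were not tested, so the pattern cannot be told apart from them, and contamination was not tested. A higher number of mitochondrial transcripts per cell after TBK1 depletion may be a candidate explanation, and it rests on 2 samples per group.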

How the results depend on the processing

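The number of called genes depended most on how the fold change limit was used. Without it, 3405 genes were higher and 3459 lower, and with each gene tested against a fold change of 1.5 (glmTreat), 163 were higher and 101 lower. In the other 13 alternatives, the count was between 492 (DESeq2) and 719 (likelihood ratio test) for higher genes and between 741 (DESeq2) and 1063 (library size alone) for lower genes. Library size alone gave 551 higher genes, so that 34.1% of the calls were higher, against 43.8% with TMM factors. Across the 4 fits that each left out one replicate, between 585 and 645 of the 671 genes called higher and between 603 and 839 of the 862 called lower kept a fold change of at least 1.5, with no test. The log2 fold change of Tbk1 stayed between −2.13 and −2.07 in all tested alternatives and between −2.16 and −2.01 with a replicate left out. The 7 genes of Fig. 5D were called higher in all alternatives. The 8 genes of Fig. 5E were called lower in most alternatives, with 2 called by glmTreat (Mafa and Ndufb7) and 7 to 8 keeping a fold change of at least 1.5 with a replicate left out. After the gene length correction, added after the data were examined, Ins2 was at −0.58 and just under the fold change limit, and with the correction and the replicate block together all 8 were called.

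Estimating the correlation between genes from the 4 samples removed all gene sets from the list past the threshold. The adjusted p-value was then 0.440 for the S phase (median log2 fold change 0.10), G2/M (0.24), ribosomal protein (−0.21), respiratory chain (−0.075) and cholesterol synthesis (−0.11) sets, whose medians do not depend on this choice. A simulated G2/M set raised by 0.3 in independent samples still passed the threshold at this setting. Its adjusted p-value was 0.0076, against 4.1e-148 at the preset correlation (edgeR's camera test with Benjamini-Hochberg adjustment). The setting was thus less sensitive, but able to detect such a shift. That simulation was added after the data were examined. Only the raised set changed in it, while in the measured data many other genes changed as well. At the preset correlation, the measured G2/M set had an adjusted p-value of 5.0e-05 (edgeR's camera test with Benjamini-Hochberg adjustment). The simulated set was far easier to detect, so low power is not excluded as the cause of the loss. The simulated samples also had no deviation shared between replicates, so the simulation does not settle what the loss means for the measured sets. The set results rest on the preset correlation. In the other alternatives in which the sets were tested, which leave out the exact test, the likelihood ratio test, DESeq2 and limma-voom, the S phase, G2/M, ribosomal protein and cholesterol synthesis sets kept their direction and stayed past the threshold. The gene length correction moved the respiratory chain set to −0.014, and to −0.0098 with the replicate block, and it was then not past the threshold. It moved the interferon-stimulated set past the threshold, at 0.22, and 0.21 with the replicate block. With a replicate left out, the median was 0.090 to 0.17 for the S phase set and −0.13 to −0.036 for the respiratory chain set. It was −0.14 to −0.085 for the cholesterol synthesis set and 0.14 to 0.24 for the interferon-stimulated set. The G2/M set lay at 0.20 to 0.26 and the ribosomal protein set at −0.25 to −0.17. The β-cell identity set lay at 0.0068 to 0.067, and the synapse and secretory granule set at −0.064 to −0.034. In Fisher's exact test, the odds ratio for cell cycle genes among higher genes was 3.41 without the fold change limit and then past the threshold (p = 7.7e-09). Among lower genes, it was 0 with glmTreat (Fisher's exact test, p = 1), where the 101 calls are too few for a count of 0 to pass the threshold. The cause of the other changes was not tested.

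Of the 766 results of the 59 named genes other than Tbk1 under tested alternatives, 746 kept their direction and side of the adjusted p-value threshold, 2 were weaker, 7 were stronger and 11 changed direction. The fold change limit was not part of this count, so Ins2 counts as kept with the gene length correction. The count leaves out glmTreat and the removal of the fold change limit. In these tested alternatives, the direction changed only for genes with a log2 fold change near 0. With one replicate left out, without a test, Pde3a, which has few counts, lay between −0.055 and 1.51. With library size alone, the log2 fold change was −0.032 for Ndufa5, −0.024 for Ndufb5 and −0.017 for Ndufa12. With the gene length correction, it was 0.066 for Rpl7, 0.026 for Ndufc2, −0.025 for Ndufa12 and 0.080 for Ndufb6, and with the replicate block and the gene length correction it was 0.066 for Rpl7, 0.026 for Ndufc2, −0.025 for Ndufa12 and 0.081 for Ndufb6.

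With the replicate number as a block, 699 genes were higher and 898 lower. With the crossed block, added after the data were examined, 648 were higher and 872 lower. Under the crossed pairing, the median log2 difference of the genes called higher was 0.80 for siTbk1 replicate 3 against siScramble replicate 2 and 0.80 for siTbk1 replicate 2 against siScramble replicate 3. For the genes called lower it was −0.74 and −0.77. In same-numbered pairs it was 0.76 in replicate 2 and 0.86 in replicate 3 for higher genes, and −0.61 and −0.90 for lower genes. Thinning every library to the smallest left 667 genes higher and 883 lower. Depth limits the low genes most, such as Ccnd1 with 61 to 81 counts per library.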

Differences from the paper's values

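The paper reports 411 RNAs as upregulated at a false discovery rate under 0.05 and a fold change of 1.5, and here 671 genes were called higher at the same limits. Of the alternatives set before the data were examined, DESeq2 (492 genes) and library size alone (551 genes) came within 1.5 times the paper's number, and the other 10 did not. The number of downregulated RNAs in the paper is 587, against 862 here, which is within 1.5 times. Of the alternatives set before the data were examined, DESeq2 (741), limma-voom (859), upper quartile normalization (847) and a minimum of 10 counts in every sample (865) were also within 1.5 times. The replicate block (898), the exact test (912), the likelihood ratio test (932), library size alone (1063), no filter (893), thinning to the smallest library (883), no fold change limit (3459) and glmTreat (101) were not. No alternative gave the paper's numbers exactly.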

Other observations

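The tests of knockdown strength, of the length trend between replicates, of the length correction for ribosomal protein genes, of the other cholesterol synthesis genes and of the Ins2 share were chosen only after the result was seen. The mRNAs of the genes that the paper measured by RT-qPCR changed as follows in these 4 libraries. Mki67 had a log2 fold change of 0.43 (adjusted p = 5.9e-05), E2f2 of 0.24 (adjusted p = 0.0080), Ccnd3 of 0.12 (adjusted p = 0.19, 0.016 to 0.45 over the alternatives) and Ccnd1 of 0.45 (adjusted p = 0.11, 0.047 to 0.32 over the alternatives), all from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment unless the alternative sets another test. Ccnd3 and Ccnd1 passed the threshold only in alternatives with the gene length correction, added after the data were examined. None of these passed the fold change limit of 1.5. Slc2a2, which encodes GLUT2, had a log2 fold change of −0.37 (adjusted p = 0.00020 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Pde3b had a log2 fold change of 0.47 (adjusted p = 5.0e-05) and Pde3a, with 13 to 42 counts per library, of 0.57 (adjusted p = 0.30), both from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The log2 fold change was 0.38 for Top1, 0.37 for Top2a, 0.38 for Top2b and 0.52 for Rfc1, whose proteins the paper reports as increased. It was −0.49 for Numa1, whose protein the paper also reports as increased, and −0.71 for Ppan, whose protein is shown in Fig. 3F. Among the ribosomal protein genes that the paper names, the log2 fold change was −0.73 for Rps15, −0.48 for Rpl15, −0.47 for Rplp0, −0.44 for Rpl18, −0.41 for Rps16, −0.37 for Rpl6, −0.24 for Rps14 and −0.034 for Rpl7. Of the mitochondrial genes whose proteins the paper reports as decreased, it was −0.97 for Ndufb7, −0.51 for Slc25a10, −0.50 for Ndufa8 and −0.41 for Ndufs8. It was −0.37 for Cox4i1, −0.35 for Uqcrq, −0.30 for Ndufb10, −0.15 for Cox5b, −0.080 for Ndufc2 and −0.0064 for Ndufb6. It was 0.015 for Ndufa5, 0.023 for Ndufb5, 0.031 for Ndufa12 and 0.20 for Slc25a13.

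The differences between siTbk1-treated and control cells were larger in replicate 3 than in replicate 2. Of the 862 genes called lower, 738 (85.6%) were further down in replicate 3, and of the 671 called higher, 471 (70.2%) were further up. Across the 7971 genes with a mean of at least 4 log2 CPM, the difference between replicates 3 and 2 had a correlation of −0.54 with the log2 fold change in siScramble-treated cells and of 0.54 in siTbk1-treated cells, so that the 2 groups lay further apart in replicate 3 in the same genes. Genes are not independent replicates. A stronger knockdown in replicate 3 would make Tbk1 lower there, but the log2 fold change of Tbk1 was −2.18 in replicate 2 and −1.97 in replicate 3, a difference of 0.20 (counting error 0.098). The correlation between the replicate differences of the groups, −0.39, was −0.37 with every library thinned to the smallest, −0.35 with the gene length trends removed and −0.45 over the 5380 genes without split reads. None of these accounts for it. A state of the cells or of the RNA that varies between samples of the same treatment and shifts the same genes as siTbk1 may be a candidate explanation, and GC content and RNA quality were not tested, so that it cannot be told apart from them.

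Short genes were lower and long genes higher in siTbk1-treated cells. Across the 13161 tested protein-coding genes, the rank correlation of the log2 fold change with genomic span was 0.24. The shortest decile of genes (median span 1.63 kb) had a median log2 fold change of −0.12 and the longest decile (median span 195 kb) of 0.11, and 11.1% of the former and 3.27% of the latter were called lower. Replicates of one treatment differed between the longest and shortest deciles by at most −0.062 (siScramble), against 0.23 between treatments. The rank correlation was 0.24 without the genes of the 8 sets and 0.24 at equal mean expression. Of the genes of Fig. 5E, 6 of 8 are shorter than the median tested gene, against 4 of 7 in Fig. 5D. The gene length correction, added after the data were examined, left 753 genes lower and 658 higher, of which 666 and 555 were also called without it. The trend may be technical or biological. Genomic span stands in here for transcript length and GC content, which were not tested, and no biological explanation was tested.

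Ribosomal protein mRNAs were lower in siTbk1-treated cells, while the paper reports ribosomal proteins as increased in its proteomics. The 69 tested genes had a median log2 fold change of −0.21 (adjusted p = 2.3e-07, edgeR's camera test with Benjamini-Hochberg adjustment), 56 were below 0 and 13 above, and 9 were called lower. At an adjusted p-value under 0.05 without the fold change limit, 3 were higher and 40 lower in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The median was −0.25 with library size alone and stayed negative under every scaling. Rps6 had a log2 fold change of 0.13 and was not past the threshold (adjusted p = 0.069 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 0.0077 to 0.22 over the alternatives). With the replicate block and the gene length correction, the median of the set was −0.12 (adjusted p = 0.00012 from edgeR's camera test with Benjamini-Hochberg adjustment). Against 10000 random lists matched on mean expression and genomic span, which had a median of −0.051, the set lay at percentile 0.03. Reads were split between similar genes for 64 of the 69 genes. The pattern cannot be told apart from an effect of split reads. With that limit, a rise of ribosomal proteins without a rise of their mRNAs may be a hypothesis for a change in translation or protein stability, on which these data have no measurement.

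Hmgcs1, whose protein the paper reports as decreased, had a log2 fold change of −1.54, the largest decrease after Tbk1 among genes with at least 10 CPM. The other 19 genes of the cholesterol synthesis set had a median of −0.097, and the next lowest was Mvd at −0.73, named after its value was seen. Without Hmgcs1 the set was not past the threshold (adjusted p = 0.12, edgeR's camera test with Benjamini-Hochberg adjustment). Hmgcs1 is the gene of the set with the largest change, so leaving it out weakens the set by choice. Of all 20 genes, 13 were below 0, and at an adjusted p-value under 0.05 without the fold change limit 7 were lower and 2 higher in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, so a smaller decrease of part of the pathway is not excluded. A direct effect of the siRNA on Hmgcs1 was not tested, as the siRNA sequence was not analysed here.

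Interferon-stimulated mRNAs tended to be higher in siTbk1-treated cells, although the set was not past the threshold (32 tested genes, median log2 fold change 0.20, adjusted p = 0.064 from edgeR's camera test with Benjamini-Hochberg adjustment, 0.015 to 0.44 over the alternatives, with 23 genes above 0). Cxcl10, Mx2, Oasl2 and Rsad2 were called higher, named after their values were seen, and at an adjusted p-value under 0.05 alone 14 were higher and 4 lower in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The 16 better-expressed genes of the set had a median of 0.081, so the larger changes lie mostly in its genes with lower counts. Against random lists matched on mean expression and genomic span, the set lay at percentile 99.85, so low expression alone does not give this median. No biological explanation was tested.

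Ins2 changed in step with its paralog Ins1. The log2 fold change was −0.67 for Ins2 and −0.64 for Ins1, which is named after its value was seen, and for Ins1 it was −0.47 in replicate 2 and −0.83 in replicate 3. The count on Ins2 was 1.38%, 1.38%, 1.38% and 1.32% of the count on Ins1 in siScramble replicates 2 and 3 and siTbk1 replicates 2 and 3, and the log2 fold change of this share was −0.034, with a counting error of 0.017 to 0.026 per library. Reads of Ins1 assigned to Ins2 would give a share of this kind, and so would equal regulation of both genes. Neither gene has split reads in the table, which speaks against reads shared between them during counting. The share alone cannot tell the explanations apart.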
